# Fetal Programming of Renal Dysfunction and High Blood Pressure by Chronodisruption

**DOI:** 10.3389/fendo.2019.00362

**Published:** 2019-06-06

**Authors:** Natalia Mendez, Claudia Torres-Farfan, Esteban Salazar, Pía Bascur, Carla Bastidas, Karina Vergara, Carlos Spichiger, Diego Halabi, Carlos P. Vio, Hans G. Richter

**Keywords:** blood pressure, chronodisruption, kidney, fetal programming, high-salt diet, transcriptome landscape, DOHaD

## Abstract

Adverse prenatal conditions are known to impose significant trade-offs impinging on health and disease balance during adult life. Among several deleterious factors associated with complicated pregnancy, alteration of the gestational photoperiod remains largely unknown. Previously, we reported that prenatal manipulation of the photoperiod has adverse effects on the mother, fetus, and adult offspring; including cardiac hypertrophy. Here, we investigated whether chronic photoperiod shifting (CPS) during gestation may program adult renal function and blood pressure regulation. To this end, pregnant rats were subjected to CPS throughout pregnancy to evaluate the renal effects on the fetus and adult offspring. In the kidney at 18 days of gestation, both clock and clock-controlled gene expression did not display a daily pattern, although there were recurrent weaves of transcriptional activity along the 24 h in the control group. Using DNA microarray, significant differential expression was found for 1,703 transcripts in CPS relative to control fetal kidney (835 up-regulated and 868 down-regulated). Functional genomics assessment revealed alteration of diverse gene networks in the CPS fetal kidney, including regulation of transcription, aldosterone-regulated Na+ reabsorption and connective tissue differentiation. In adult offspring at 90 days of age, circulating proinflammatory cytokines IL-1β and IL-6 were increased under CPS conditions. In these individuals, CPS did not modify kidney clock gene expression but had effects on different genes with specific functions in the nephron. Next, we evaluated several renal markers and the response of blood pressure to 4%NaCl in the diet for 4 weeks (i.e., at 150 days of age). CPS animals displayed elevated systolic blood pressure in basal conditions that remained elevated in response to 4%NaCl, relative to control conditions. At this age, CPS modified the expression of *Nhe3, Ncc, Atp1a1, Nr3c1* (glucocorticoid receptor), and *Nr3c2* (mineralocorticoid receptor); while *Nkcc, Col3A1*, and *Opn* were modified in the CPS 4%+NaCl group. Furthermore, CPS decreased protein expression of Kallikrein and COX-2, both involved in sodium handling. In conclusion, gestational chronodisruption programs kidney dysfunction at different levels, conceivably underlying the prehypertensive phenotype observed in the adult CPS offspring.

## Introduction

Modern society relies on artificial light for a substantial part of the 24 h; however, excessive exposure to artificial light may have negative impacts on human health (1, 2). It has been reported that exposure to artificial light at night is linked with adverse effects on several physiological systems due to disruption of the local biological clocks and, consequently, misalignment of the entire circadian system (3, 4). The circadian system includes a master clock residing in the suprachiasmatic nucleus (SCN) of the brain and peripheral clocks present in nearly every tissue and organ (5). The SCN synchronizes peripheral clocks through neural and hormonal signals (a key role being played by melatonin), therefore aligning the whole circadian system to the external light-dark cycle. At the cellular level, biological clocks rely on a set of molecular players called *clock genes* (i.e., *Clock, Bmal1, Cry1/2, Per1/2*, and *Rev-erba*) which in turn regulate the expression of specific proteins (6). These clockwork elements establish an interlocking transcription-translation feedback loop generating circadian oscillations of mRNAs and proteins providing the frame for the internal temporal order of all physiological processes, including blood pressure (BP), metabolism and renal function, among others (5).

The integrity of the circadian system is critical for normal function of different physiological systems; in fact, alteration of the circadian system or “chronodisruption” has been demonstrated to have numerous adverse consequences on health (7–9). An essential characteristic of the circadian system is its ability to be synchronized by external time cues, with the light/dark cycle being one the most important signals (3, 4). Shift work is a condition that chronically impairs adequate function of biological clocks, favoring multiple pathological processes like cancer, metabolic and cardiovascular disorders (4, 9–11). Many of these processes could be related with a low-grade inflammation state, as suggested by the up regulation of TNF-α, IL-1β, and IL-6 in various tissues from rat and other animal models of chronodisruption by sleep deprivation (12, 13).

Detrimental reproductive effects have been observed in shift worker women, such as alteration of the menstrual cycle, higher incidence of miscarriage and impaired fetal development (10, 14–17). Conditions negatively influencing fetal growth and development exert a long-term impact on health that persists across life, concept known as fetal programming of adult disease (18). Indeed, epidemiological and experimental studies show that impaired fetal growth is a strong predictor of obesity, hypertension, and diabetes in adulthood and therefore it may program enhanced vulnerability to secondary insults (19, 20). Despite this evidence, disruption of the maternal circadian system during gestation or “gestational chronodisruption” has been little explored.

Epidemiological studies suggest that the origins of high blood pressure may be tracked back to fetal life (19, 21). In turn, the kidney is considered an essential organ controlling blood pressure, since the onset of hypertension is usually associated with some disturbance in renal function (22, 23). Currently, there is no evidence linking gestational chronodisruption with fetal programming of renal dysfunction and blood pressure, although a relationship between the circadian system and renal physiology has been described (24, 25). Renal function displays both molecular and physiological circadian oscillations (24). Some genes like aquaporin water channels, vasopressin receptor, *Nhe3* sodium-proton exchanger, serum-induced and glucocorticoid-induced kinase 1 (*Sgk1*) among others, are controlled by circadian mechanisms at the transcriptional and posttranslational level (26). Changes in the expression of some of these genes may lead to adjustment in the filtration area, bringing about changes in renal tubular function, in turn resulting in changes in the expression of transporters that might induce salt-sensitive hypertension (27). In addition, there is evidence of oscillatory capacity of an early molecular clock in the kidney, characterized by circadian expression of key clock and clock-controlled genes already at 20 days of gestation in the rat (28). The early rhythmic expression of clock and clock-controlled genes in the kidney suggests that this peripheral clock may be influenced by maternal circadian cues, underscoring the importance of the integrity of the maternal circadian system during development (see Discussion for details). We hypothesized that chronic photoperiod shifting during gestation (CPS; up to 85% of gestation) triggers changes in the fetal kidney with possible consequences on postnatal renal function and blood pressure regulation. Therefore, here we studied the effects of circadian disruption during gestation on gene expression in the fetal and adult offspring's kidney, together with several renal markers and the response of blood pressure to prolonged 4%NaCl treatment in the adult offspring.

## Materials and Methods

### Ethical Approval

The protocols were approved by the Bioethics Commission from the Universidad Austral de Chile (CBA: 221/2015; 297/2017). Animal handling was performed following the guidelines for the care and use of Laboratory Animals of the Institute for Laboratory Animals Research of the National Research Council.

### Animals and Experimental Procedures

Sprague-Dawley rats were obtained from Charles River (CRL International Inc., Kingston NY) and housed in our facility under standard photoperiod (12:12 h light-dark cycle), lights on at 07:00 AM; ~400 lx at the head level; with controlled temperature (20 ± 2°C), food and water *ad libitum*. At 70–80 days of age (250–300 g) the females were mated and day zero of gestation (E0) was determined by positive sperms in the vaginal smears. Pregnant females were separated randomly into two groups: LD group, pregnant females kept under 12:12 h throughout gestation and CPS group (chronic photoperiod shifting) corresponding to pregnant females kept under a rotation scheme of photoperiod used recently by us. Briefly, pregnant females were exposed to lighting schedule manipulation every 3–4 days, reversing completely the photoperiod (see Supplementary Figure S1). The photoperiod reversal occurred on the night of day 0 of gestation so that rather than lights going off at 07:00 PM they remained on until 07:00 AM of day 2. At 18 days of gestation, the mothers returned to a normal 24 h photoperiod (12:12 h light-dark cycle, lights on at 07:00 AM) and continued under this photoperiod schedule thereafter (29). No signals of stress were observed in the pregnant rats exposed to CPS since we did not observe hair loss, stereotyped movements or altered water/food intake during gestation (29, 30). On the other hand, no fetal reabsorptions were observed, since the number of fetuses per mother was similar in both experimental groups (29).

In the study, three cohorts of animals were used to assess the effects of CPS on the fetal kidney, daily gene expression in the adult kidney at 90 days of age, and blood pressure response to 4%NaCl in the adult offspring.

### Study in Fetal Kidney

We obtained fetal tissues from pregnant females of each experimental group (LD and CPS). The dams were euthanized every 4-h around the clock beginning at 08:00 h on E18 and ending at 08:00 h on E19 (*n* = 5 per clock time; LD, *n* = 30; CPS, *n* = 29 mothers). Pregnant rats were anesthetized (isoflurane 3.0–4.0%; Baxter Laboratories), a midline incision was done, and an overdose of sodium thiopental was administrated (150 mg/kg; Vetpharma). Fetuses were euthanized by spinal transection, weighed and the kidneys were immediately dissected out under sterile conditions. The fetal tissues collected were stored at −20°C in RNAlater® for the study of daily expression of genes related with clock machinery (*Bmal1, Per1, Per2*, and *Dbp*), and genes involved in renal function *Nhe3*, α*Enac, Sgk1*, and glucocorticoid receptor (*Nr3c1*).

At E19 we evaluated the global fetal transcriptome by microarray analysis (non-sexed pool of fetal kidneys coming from 6 mothers kept under CPS and LD conditions; sampled at 08:00 h). RNA was extracted using the “SV Total RNA Isolation System” according to the manufacturer's instructions (Promega, Madison, WI). RNA quality was assessed with the Agilent 2,100 Bioanalyzer and the associated RNA 6,000 Nano and Pico LabChip kits (Agilent Technologies, Palo Alto, CA). RNA samples with RNA integrity score 7 or higher were used for further microarray analysis. Sample processing and microarray hybridization were performed by an external dedicated Core Facility, KFB - Center of Excellence for Fluorescent Bioanalytics (Regensburg, Germany; http://www.kfb-regensburg.de). All steps of microarray analysis were carried out as previously described (30), using Affymetrix Rat Gene 2.1 ST GeneChip arrays (containing 700,000 probe sets representing 28,000 rat genes). All array data were normalized using Robust Multiarray Average (RMA). RMA utilizes the probe set annotation provided by Affymetrix to identify genes directly from the CEL files. Genes differentially expressed between experimental groups were determined with the Transcriptome Analysis Console software (TAC, Affymetrix, Santa Clara, CA) using a *p*-value < 0.05 as threshold (one-way between-subject unpaired ANOVA) (30). The same RNA was used for validation by RT-qPCR. Ingenuity Pathway Analysis (IPA) and DAVID 6.7 were used for functional genomics analysis of differentially expressed genes as described previously (31, 32). The full data set for global transcription analysis by microarray is available at the following NCBI online repository link (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130744).

### Study in Adult Male Offspring

To evaluate the long-term effects of CPS, we used two parallel cohorts of animals from each pregnancy condition (LD and CPS). After delivery, the CPS litters and their mothers returned to standard photoperiod (12:12 h); from this point onwards, the animals grew up in the same conditions than LD litters. The pups were weaned at 21 days-old; the males of each condition were housed in pairs (brothers together in standard cages 48 × 27 × 20 cm) until the age of study at 90 days-old. In the adult male offspring, we evaluated the effects of gestational chronodisruption on gene expression in the kidney as well as blood pressure response to 4%NaCl in the diet. Adult female tissues from each condition were stored in our tissue bank for further studies. To measure circulating cytokines in adult offspring at 90 days of age, blood samples were collected at 10:00 h AM (LD *n* = 4 and CPS *n* = 5). A group of selected pro- and anti-inflammatory cytokines were evaluated in the adult plasma, using Milliplex RECYTMAG-65K and RECYMAG65K27PMX kits.

### Study of Oscillatory Gene Expression in the Adult Offspring's Kidney

At 90 days of age, male offspring animals were euthanized every 4-h around the clock (*n* = 4–5 individuals per clock time: LD *n* = 28 males; CPS *n* = 26 males), starting at 08:00 h and ending at 04:00 h. To avoid litter effects each batch contained animals from different mothers; thus, no siblings were used in the same clock time batch. The males were euthanized as described before and their kidneys were collected, weighed, and stored in RNAlater (Ambion Inc. Austin, TX, USA) until RNA extraction.

### Quantitative Real-Time PCR

Quantitative RT-qPCR was used to evaluate mRNA expression. In the kidney, we studied the expression of a comprehensive set of clock and clock-controlled genes (*Bmal1, Per-1, Per-2, Nhe3, Nkcc, Ncc, Romk*, α*Enac, Aqp2, Atp1a1, At1r, Nr3c1, Nr3c2 Renin, Avpr2, Sgk1, Eca, Cox-2*, and *kallikrein*). Total RNA was extracted using the SV total RNA isolation system (Promega) according to the manufacturer's instructions. About 2.0 μg of total RNA were reverse transcribed using random primers (Promega) and Moloney murine leukemia virus reverse transcriptase (Invitrogen Corp). RT-qPCR was performed using primers described in Table 1 and KAPA SYBR FAST quantitative PCR master mix (Kapa Biosystems, Inc). The quantitative PCR was carried out in a Rotor-GeneQ real-time platform (QIAGEN). Relative amounts of all mRNAs were calculated by the comparative ΔΔCt method (33). To validate the quantification using the ΔΔCt method in each gene analyzed, a dilution curve (range 10–100 ng input total RNA) was performed in the calibrator (a kidney pool from LD condition). The Ct obtained vs. RNA concentration was plotted and the slope (m) of the lineal regression was calculated, with the efficiency (*E*) in each curve for each gene being determined as *E* = 10^−(1/m)^. Efficiencies were between 2.01 and 2.10 (equivalent 101–110%, respectively). The first ΔCt is the difference in the sample of the Ct values between the gene of interest and its respective housekeeping gene (*Hprt or Gadph*), while the second ΔCt is the difference in the calibrator sample between the gene of interest and its respective housekeeping. The sample and the calibrator were assayed simultaneously. All the samples were amplified in duplicate in at least three mRNA concentrations (range 10–100 ng). A melting curve analysis was performed on each sample after the final cycle to ensure that a single product was obtained, and agarose gel electrophoresis confirmed that the single PCR product was of the expected size. Since we found that *Gadph* expression is higher in the fetus vs. the expression of the gene selected, we used *Hprt* to normalize gene expression in the fetus measurement. In contrast, in the adult kidney we used *Gadph* to normalize gene expression.

**Table 1:** Primers used for RT-qPCR studies.

**Symbol**	**Gene bank**	**Primer sequence (5′->3′)** **Fw/Rv**	**Amplicon length (bp)**	**Annealing temperature (°C)**
*Nr3c2*	NM_013131.1	CCAAAGGCTACCACAGTCTC/ TCCCAGACCGACTATTGTCT	240	60
*Nr3c1*	NM_012576.2	ACAGCTCACCCCTACCTTGGT/ CTTGACGCCCACCTAACATGT	134	60
*Col3a1*	NM_032085.1	CTTCTCACCCTGCTTCACCC/ GGGCAGTCTAGTGGCTCATC	194	60
*Kall*	NM_031523.1	GCATCACACCTGACGGATTG/ GGCCTCCTGAGTCACCCTTG	171	60
*Opn*	NM_012881.2	AGTGGTTTGCTTTTGCCTGTT/ TCAGCCAAGTGGCTACAGCAT	122	60
*At1r*	NM_031009.2	CAAAAGGAGATGGGAGGTCA/ TGACAAGCAGTTTGGCTTTG	254	60
*Tgfb*	NM_021578.2	GCCAGATCCTGTCCAAACTAA/ TTGTTGCGGTCCACCATTA	202	60
*Eca*	NM_012544.1	AACACGGCTCGTGCAGAAG/ CCTGCTGTGGTTCCAGGTACA	79	60
*Cox-2*	NM_017232.3	TGTATGCTACCATCTGGCTTCGG/ GTTTGGAACAGTCGCTCGTCATC	94	60
*Atp1a1*	NM_012504.1	CCCAAAACGGACAAACT/ GCACTACCACGATACTGAC	274	60
*Romk*	NM_017023.2	CACTGTGCCATGTGCCTCTA/ ATCTGGGTGTCGTCCGTTTC	113	60
*Ncc*	NM_019345.3	GAGAACGGCACACCCATTG/ GACAAGAAAGAACAGCACCTGG	135	60
*Nkcc2*	NM_001270618.1	GCAGGGATCTTTTCGGCAAC/ CTCTCAGGGGCTCGTTGTTT	148	60
*Aqp2*	NM_012909.2	TCACTGGGTCTTCTGGATCG/ CGTTCCTCCCAGTCGGTGT	147	60
*Hsd11b2*	NM_017081.2	CGCGAATGTATGGAGGTG/ CAGTTGCTTGCGCTTCTC	291	60
*Nhe3*	NM_012654.1	ATGGAGAATCTGGCACAC/ TGGCACCCTGGATAGGAT	213	60
*Renin*	NM_012642.4	GCTACATGGAGAATGGGACTGAA/ ACCACATCTTGGCTGAGGAAAC	79	60
*Per2*	NM 031678	CACCCTGAAAAGAAAGTGCGA/ CAACGCCAAGGAGCTCAAGT	148	62
*Bmal1*	NM024362.2	CCGATGACGAACTGAAACACCT/ TGCAGTGTCCGAGGAAGATAGC	215	64
*Hprt*	NM_012583.2	CCATCACATTGTGGCCCTCT/ TATGTCCCCCGTTGACTGGT	166	60
*Gapdh*	NM_017008.4	CTCCCTCAAGATTGTCAGCA/ CCACAGTCTTCTGAGTGGCA	140	60

### Blood Pressure Response to 4%NaCl

In the second cohort of animals we measured Systolic Blood Pressure (SBP) in adult offspring from each experimental protocol (LD *n* = 8 and CPS *n* = 8). The animals were trained to the procedure for at least 10 min for seven days. Then, we evaluated the SBP in conscious animal using an ultrasonic Doppler flow detector 811-B (PARKS Electronics) placed in the tail; and obtained the mean of five records at 12:00 and 20:00 h, the criteria for clock time selection was based in our previous assessment of SBP daily rhythm (29). At 90 days of age, we registered SBP in basal conditions and its response to high sodium diet (4%NaCl) for 4 weeks (LD+4%NaCl and CPS+4%NaCl; *n* = 8, respectively). In parallel, we registered eight adults LD and CPS that received a control diet for 4 weeks (0.26% NaCl; Lab diet Prolab RMH3000).

### Markers of Renal Injury and Function

After 4 weeks under 4%NaCl diet, the animals were placed in metabolic cages to collect urine; which was centrifuged 10 min at 4,000 rpm (22°C) and subsequently stored for analysis of protein, albumin, creatinine, and electrolytes (concentrations are expressed relative to the final urine volume collected in 16-h; from 17:00 h until 09:00 h).

Besides, urinary pathological markers like kidney injury molecule-1 (KIM-1), clusterin (Clu), albumin (Alb), total protein, β2-microglobulin (β2-M), cystatin C (Cys-C), osteopontin (Opn), calbindin-D28 (Cal), glutathione-S-transferases (GST), tissue inhibitor of metalloproteinases (TIMP-1), vascular endothelial growth factor (VEGF), EGF, Lipocalin, calbindin, IP-10 and α-1-Acid Glycoprotein (AGP) were determined using Millipore Milliplex Rat Mag Kidney Toxicity Panels 1 and 2 on the Luminex® xMAP® platform (EMD Millipore Corporation, Billerica, MA, USA), following the manufacturer's instructions. Intra- and inter-assay variabilities were lower than 10% and 15%, respectively. Finally, at 150 days of age, the kidneys were collected and weighted, and used for the study of gene expression by RT-qPCR (genes listed above) and Kallikrein and COX-2 protein expression by immunohistochemistry.

### Tissue Processing and Immunohistochemical Analysis

Kidney sections were fixed in Bouin's solution and embedded in Paraplast Plus. The analysis was carried out in 5 μm thick sections. The dewaxed and washed sections were incubated for 5 min with Harris hematoxylin, washed with water (10 min) and with a 1% sodium borate solution (2 min); then, they were incubated with an aqueous solution of eosin for 5 min. These sections were used to study the expression of Kallikrein and COX-2 through immunohistochemistry. Briefly, the tissue was dewaxed, rehydrated, rinsed in 0.05 mol/L Tris-phosphate-saline buffer pH 7.6, and then incubated overnight at 22°C with the primary antibody Kallikrein: Anti-KK, developed in rabbit (1:2,500); Renal Physiology Laboratory; Vio, CP); and Anti-COX-2, developed in goat (1:1,500); Santa Cruz sc-1747), followed with appropriate secondary antibody and PAP complex (MP Biomedicals, Inc., Aurora, OH) applied for 30 min. Peroxidase activity assay was carried out with 0.1% (w/v) 3,3′-diaminobenzidine and 0.03% (v/v) hydrogen peroxide. Tissue sections were observed on a Nikon Eclipse E600 microscope, and non-overlapping images were photographed with a Nikon DS-Ri1 digital camera. Randomly selected sections were used for each animal and four images per section were taken. The stained Kallikrein and COX-2 areas in each image were quantified utilizing computer-assisted image analysis software (Simple PCI, Hamamatsu). Morphometric analysis of tissue was made in a blind observer manner.

### Statistical Analysis

To determine differences between LD and CPS conditions in fetal gene expression we used the sine wave with non-zero baseline (Y = Amplitude^*^sin ([2^*^pi^*^X/Wavelength]+PhaseShift) + Baseline) when wavelength was equal to 8 h. To assess 24 h changes in relative gene expression in adult offspring, mean data for each clock time was fitted to a theoretical cosine function to calculate hour of acrophases and correlation coefficients and 24-h mean expression were calculated for the group. To determine clock time changes within a group we used one-way ANOVA and Tukey test, to compare data between LD and CPS groups we used two-way ANOVA with Bonferroni multiple comparison tests. Mean 24 h values of relative gene expression, between LD and CPS kidneys were compared by Student's *t*-tests. To determine differences between LD, CPS, LD+4%NaCl and CPS+4%NaCl we used Kruskal-Wallis test and Two-stage step-up method of Benjamini, Krieguer and Yekutieli as *post hoc* test. Analyzes were performed using Graph Pad Prism Software V7.0, USA. Differences with *P* < 0.05 were considered statistically significant. All the tables contain the information of the statistical methods used. Data are presented as mean ± SEM.

## Results

### Gene Expression in Fetal Kidney

We evaluated daily transcriptional oscillation in kidneys from LD and CPS fetuses. At E18, we did not observe a 24 h pattern of gene expression in none of the experimental groups. Nevertheless, LD kidney displayed three oscillation peaks repeating approximately every 8 h, with different amplitude for each one of genes evaluated *Bmal1* (R^2^: 0.569, df 31), *Per1* (R^2^: 0.4584, df 24), *Per2* (R^2^: 0.3309, df 22) and *Dbp* (R^2^: 0.4132, df 27) (Figure 1A). The same result was found for the clock controlled-genes *Sgk1* (R^2^: 0.3627, df 27), *aENaC* (R^2^: 0.2386, df 23), *Nhe3* (R^2^: 0.3424, df 23), and Nr3c1 (R^2^: 0.4225, df 26) (Figure 2A). This observation in LD fetuses reveals an early pattern for daily gene oscillation that could be related with developmental maturational changes in the kidney's clock machinery. On the contrary, fetal CPS kidneys showed a flat pattern of expression in the clock genes analyzed (Figure 1B) as well for *Sgk1* (Figure 2B). For α*Enac* and *Nhe3*, the CPS kidneys displayed a non-significant peak at 08:00 and 20:00 h (Figure 2B).

**Figure 1:**
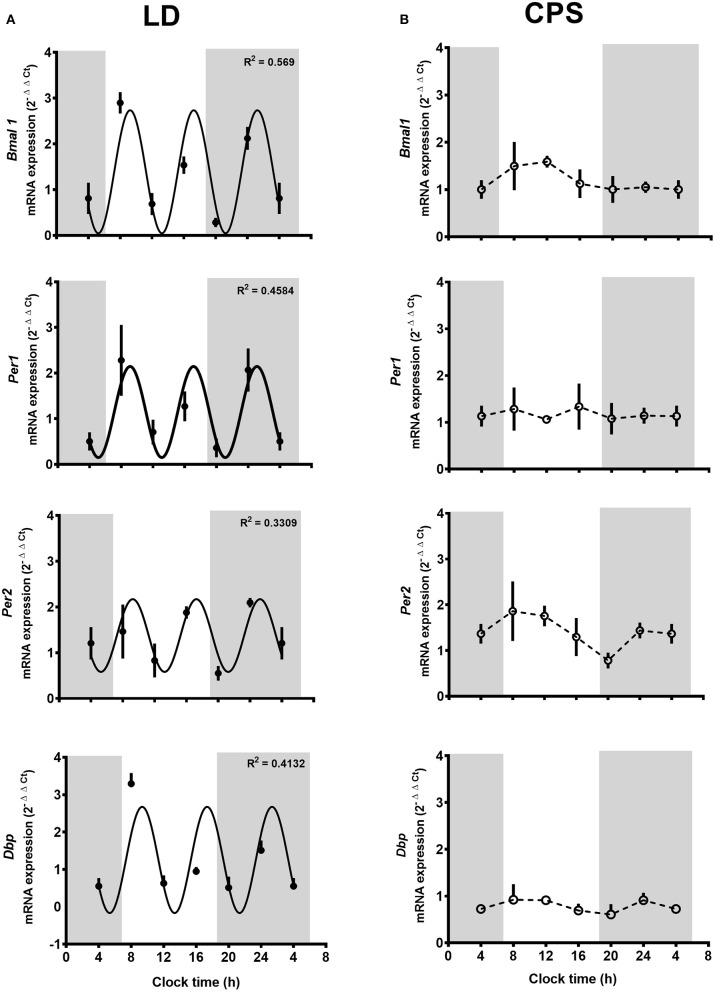
**(A,B)** Clock gene expression in the fetal kidney at 18 days of gestation. Fetal kidneys were collected every 4 h around the clock (*n* = 5/clock time; LD, *n* = 30 mothers; CPS, *n* = 29 mothers), starting at 08:00 h on day 18 and ending at 08:00 h on day 19 of gestation. Data are mean ± SEM. Solid lines represent the theoretical 8 h cosinor function in LD (*Bmal1*: R^2^ 0.569, df 31; *Per1*: R^2^ 0.4584, df 24; *Per2* R^2^ 0.3309 df 22 NS; *Dbp*: R^2^ 0.4132; df 27); while dotted lines represent CPS kidney gene expression (*R*^2^ < 0.01 for all the genes evaluated). Gray bars indicate the clock time of lights off. *P* < 0.05 Pearson's r.

**Figure 2:**
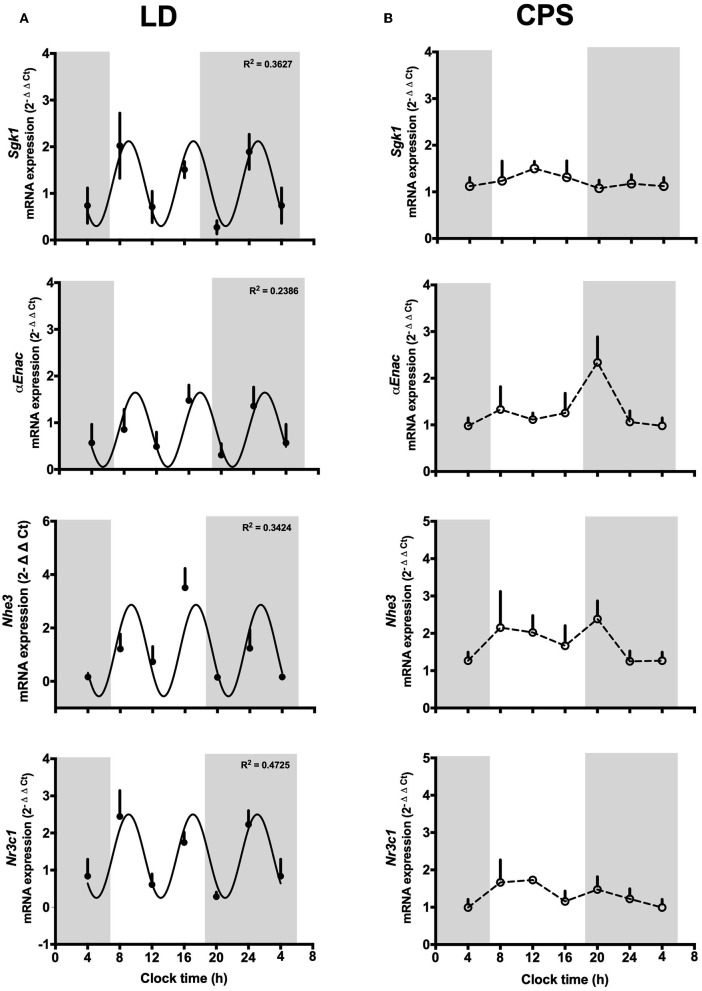
**(A,B)** Fetal expression of genes related with renal function at 18 days of gestation. Fetal kidneys were collected every 4 h around the clock (*n* = 5/clock time; LD, *n* = 30 mothers; CPS, *n* = 29 mothers), starting at 08:00 h on day 18 and ending at 08:00 h on day 19 of gestation. Data are mean ± SEM. Solid lines represent the theoretical 8 h cosinor function in LD (*SGk1*: R^2^ 0.3627, df 27; α*ENaC*: R^2^ 0.2386, df 23 NS; *Nhe3*: R^2^ 0.3424, df 23 NS; *Nr3c1*: R^2^ 0.4725, df 26) and dotted lines represent CPS kidney gene expression (*R*^2^ < 0.01 for all the genes evaluated). Gray bars indicate the clock time of lights off. *P* < 0.05 Pearson's r.

Recently, we reported that CPS modifies the transcriptome in an early peripheral clock, namely, the fetal adrenal gland (30). Here, we explored the effects of gestational chronodisruption on global gene expression in fetal kidney at 19 days of gestation. To this end, we compared the LD and CPS fetal transcriptome at 08:00 h clock time, at which corticosterone values in CPS were about half of LD fetuses (30). 

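Kidneys from fetuses of 6 mothers kept under the regular photoperiod (LD) and of 6 mothers kept under chronic photoperiod shifting (CPS) were compared at 19 days of gestation on 12 arrays. Each array held RNA from a non-sexed pool of fetal kidneys, which the sample labels give as 6 fetuses per pool. The paper speaks of kidneys from 6 mothers, and 6 mothers per group with 1 mother per array is the reading taken here. The paper gives the time of collection as 8 h clock time, while 1 field of the sample labels gives 20 h and another gives 8 h. The RNA was hybridized to whole-transcript arrays of Affymetrix, and the authors deposited log2 values made by Robust Multiarray Average (RMA), which corrects background, equalizes the arrays and summarizes the probes of each transcript cluster. The values cover 36685 clusters, of which 14824 have 1 gene symbol, 829 have several and 21032 are unnamed here. The median of an array lay between 3.31 and 3.50, and the number of arrays limits the precision. Background and detection calls are not analysed here, so the level of 1216 olfactory and vomeronasal receptor genes, a few of which kidney is known to express, serves as a reference for dim signal, with a median of 1.72 and a 95th percentile of 2.66. Each cluster was tested between CPS and LD with limma on the deposited values, and an unadjusted p under 0.05 in limma decided whether a gene counts as higher or lower. The p printed for a single gene is that of the exact two-sided permutation test over all regroupings of 6 pools against 6, unless limma is named. Gene lists for pathways, cell types and other tissues were written before the data were examined and tested with limma's camera at its preset correlation between genes of 0.01, with 1 cluster per gene, against all 14557 named genes. A fit with fewer arrays or with covariates has fewer degrees of freedom, and covariates that differ between the groups can widen the standard error. A call lost in such a fit therefore does not by itself show that a difference shrank.
Markers of tissues that lie near the kidney differed between pools. The mean log2 value of 17 liver genes was 4.69 ± 0.70 in LD and 5.28 ± 0.71 in CPS (SD, n = 6 each), and it ranged from 4.12 in LD replicate 5 to 6.37 in CPS replicate 2. Albumin (Alb), the main protein of plasma made by the liver, ranged from 7.64 to 11.59 in the same pools, and Afp, the fetal counterpart of albumin, from 6.71 in LD replicate 2 to 9.83 in CPS replicate 2. The mean of 14 genes of the adrenal cortex was 3.60 ± 0.11 in LD and 3.87 ± 0.19 in CPS, with an exact two-sided permutation p of 0.0152 and an adjusted p of 0.136 over 9 lists of other tissues and sample quality. For the liver list the exact permutation p was 0.182. Genes of muscle filaments and muscle differentiation, a list of skeletal, smooth and heart muscle genes, stood highest in CPS replicate 1. Their mean there was 6.09, against 4.47 to 5.36 in the other CPS pools.

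**Figure D1:**
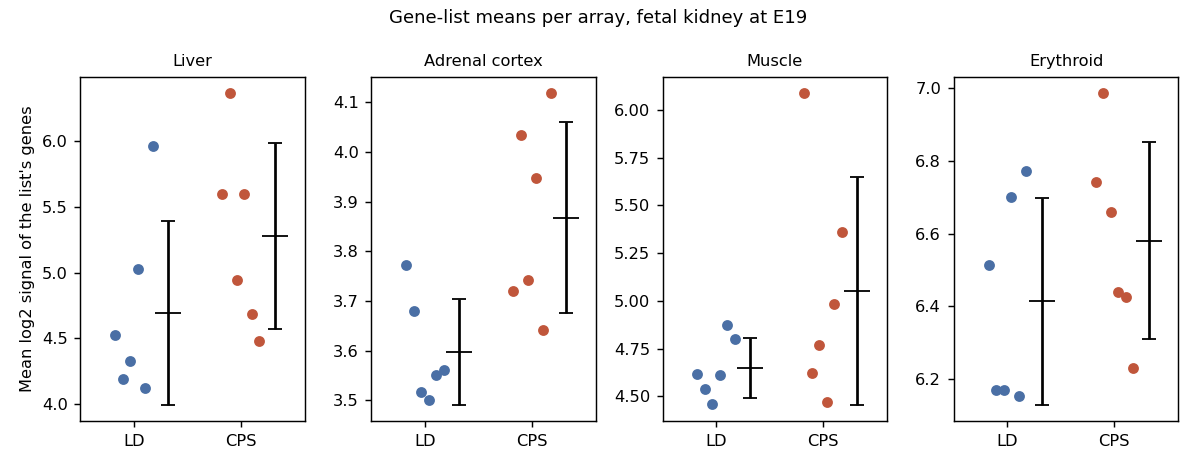
Mean log2 signal of 4 gene lists (liver, adrenal cortex, muscle and erythroid) on each array, with LD and CPS on the horizontal axis. Each point is 1 pool, and the black mark and bar give the mean and SD of 6 pools. The liver means overlap between the groups and spread widely within each.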

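In CPS fetal kidneys, 872 transcript clusters were higher and 1074 were lower than in LD at an unadjusted p under 0.05, the threshold of the study. Most of these differences were small, with a median size of 0.33 on the log2 scale, and 62 reached 1. Among named genes above the median level, the lowest p of limma on the higher side belonged to Siglec5, a sialic acid receptor of immune cells, which was 3.50 ± 0.08 in LD and 3.95 ± 0.18 in CPS (SD, n = 6 each). Syt1, the calcium sensor of synaptic vesicles, had a log2 fold change of 0.36 (standard error 0.08, exact p = 0.00216). Nags, which makes the activator of the urea cycle, had a log2 fold change of 0.35 (standard error 0.08, exact p = 0.00216). Acvr1b, a receptor of activin, followed with a log2 fold change of 0.27, and Dlk1, a membrane protein of immature and endocrine tissue, had one of 0.73 with a standard error of 0.19. Caskin1, Lpgat1, Rnf144b, Cdh18 and Myrf completed the first 10, with log2 fold changes of 0.35 to 0.45. On the lower side, CKS1B, a subunit of cyclin-dependent kinases, had a log2 fold change of -0.37 (standard error 0.08, exact p = 0.00433), and Dnajb1, a heat shock co-chaperone, a log2 fold change of -0.28 (standard error 0.07, exact p = 0.00216). The other 8 were Utp23 at -0.24, Nsa2 at -0.34, Mrpl19 at -0.23 and Uqcc2 at -0.59, with Ciao1, Ramac, Styxl1 and Lnpk. For Siglec5, Syt1, Nags, Acvr1b, Dlk1, Ciao1, Dnajb1, Utp23, Mrpl19 and Lnpk every CPS pool lay on the same side of every LD pool, which gives an exact permutation p of 0.00216, the smallest that 6 pools against 6 allow. These genes were picked for a low p of limma among all named genes above the median level. Such separation is therefore in part selected for and is no separate support. Among named genes past the threshold the largest positive log2 fold changes were those of Tnnc2, the troponin C of fast muscle, at 1.66, the matrix protein gene Dpt at 0.97, the urea cycle enzyme gene Cps1 at 0.86, the adrenal enzyme gene Akr1b7 at 0.86 and the microfibril gene Mfap5 at 0.84. Of these, calls were lost in some of the 12 fits that left out 1 array, namely in 1 for Tnnc2, 3 for Cps1 and 5 for Akr1b7. The most negative were -0.59 for Grin3b, -0.59 for Uqcc2, -0.57 for RT1-M3-1, -0.56 for Styxl1 and -0.54 for Ftx, of which Grin3b and Ftx lay within the range of the olfactory receptors. A single CPS pool lay apart from the others in Siglec5 (replicate 3), CKS1B (replicate 6) and RT1-M3-1 (replicate 4). With the liver and adrenal cortex means of each array as covariates, the genes of this paragraph whose call was lost were Caskin1 (0.26), Rnf144b (0.33), Cdh18 (0.24), Styxl1 (-0.53), Uqcc2 (-0.33), Tnnc2 (2.09) and RT1-M3-1 (-0.48), each with its log2 fold change in that fit, and Akr1b7, which is itself in the adrenal list.
At an even spread of p, 5% of the 36685 clusters tested would be 1834 clusters below 0.05, beside the 1946 found by limma. After Benjamini-Hochberg adjustment 0 clusters passed 0.05 in limma, with a lowest adjusted p of 0.887, and the methods' unpaired one-way test gave 2020 clusters before adjustment and 0 after it. With each array centred again on its median, 1151 clusters were higher and 672 lower. Of the 14557 named genes, with 1 cluster each, 687 passed an unadjusted p of 0.05 in the main limma fit, 428 higher and 259 lower. Counts within gene lists therefore stand against a background that itself leaned upward, unlike the count over all clusters.

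**Figure D2:**
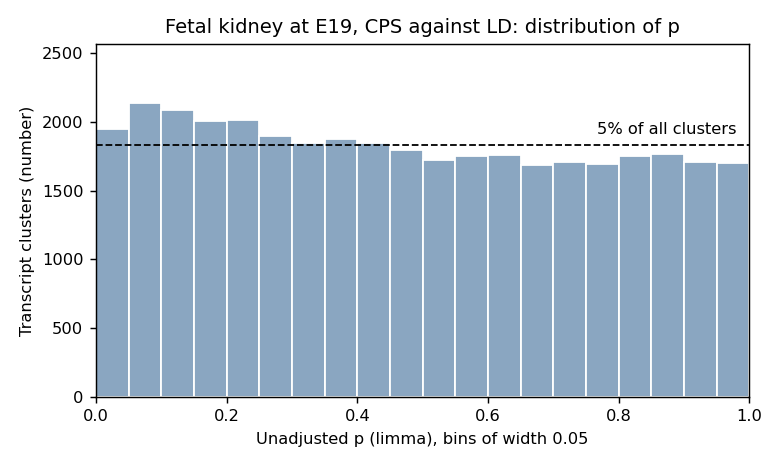
Number of transcript clusters (vertical axis) by unadjusted p from limma (horizontal axis, bins of 0.05) for 6 CPS against 6 LD arrays. The dashed line marks 5% of all clusters tested, and the first bar holds 1946 clusters.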

Using a microarray-based platform accounting for 28,000 genes, we identified 1,703 transcripts that were differentially expressed, as shown in Figure 3A in a volcano plot; with 868 transcripts being down-regulated and 835 being up-regulated in the CPS fetal kidney. To understand the biological significance of this finding, bioinformatics analysis related to gene ontology (GO) classification and pathway analysis was performed to obtain an unbiased view of the CPS effect on fetal kidney gene expression. For this purpose, we used two different bioinformatics tools: DAVID (Database for Annotation, Visualization and Integrated Discovery) and IPA (Ingenuity Pathway Analysis). With DAVID GO analysis the molecular components most represented were Cell function (GO:0005623 43.7%), Organelle (GO:0043226 17.2%), Protein-containing complex (GO:0032991 14.3%) and Membrane (GO:0016020 13%) (Figure 3B). In turn, the most represented cellular compartments were “Plasma Membrane” and “Nucleus,” with 148 and 126 genes, respectively; while for biological functions, “Regulation of transcription” was the most represented with 115 genes. 

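Of 570 genes in families of transcription factors, 17 were higher in CPS, 11 were lower and 542 did not pass an unadjusted p of 0.05. The homeobox gene Six6 had a log2 fold change of -0.34 (standard error 0.10, exact p = 0.0130), and the homeobox gene Lhx5 had one of 0.37 (exact p = 0.00649). The zinc finger gene Zfp40 had a log2 fold change of -0.28 (standard error 0.09, exact p = 0.0130), and Med6, a subunit of the Mediator complex, had one of -0.22 (exact p = 0.00216). As a group the factors did not shift against other genes (adjusted p = 0.643 from camera). Nor were they over-represented among the 687 of 14557 named genes past the threshold (p = 0.441 by the one-sided exact test of Fisher). Of 280 solute carriers, which transport ions and nutrients across membranes, 15 were higher in CPS, 0 were lower and 265 did not pass an unadjusted p of 0.05. Slc7a5, a carrier of large neutral amino acids, had a log2 fold change of 0.47 (standard error 0.13, exact p = 0.00866). Slc4a4, the sodium bicarbonate cotransporter of tubules, had one of 0.27 (exact p = 0.00216), the urate transporter gene Slc2a9 0.30 (exact p = 0.0108) and the monocarboxylate transporter gene Slc5a8 0.60 (exact p = 0.0303). The solute carriers shifted upward relative to other genes (adjusted p = 0.000524 from camera), a call lost with an adjusted p = 0.293 with an estimated correlation. By the exact test of Fisher the carriers were not over-represented past the threshold either (p = 0.344). In the fit with the liver and adrenal cortex covariates, Lhx5 (0.37), Med6 (-0.19) and Slc2a9 (0.33) did not pass, with log2 fold changes close to those without them. None of the genes of either list passed adjustment over all clusters or adjusted over the list alone. Gene ontology terms were not analysed here.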

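Of 82 genes for proteins of the cytosolic ribosome, listed from general knowledge of the KEGG map, 45 were measured under a single symbol. Of these, 0 were higher in CPS, 3 were lower and 42 did not pass an unadjusted p of 0.05, and 36 of the 45 had a negative log2 fold change. Rps15 was 9.74 ± 0.13 in LD and 9.49 ± 0.16 in CPS (SD, n = 6 each), with LD replicate 2, at 9.49, apart from the other LD pools. Rpl10 had a log2 fold change of -0.35 (standard error 0.14, exact p = 0.0303), and Rpl27a one of -0.39 (exact p = 0.0584). Rpl23a, in which LD replicate 2 was also apart, had -0.24 (exact p = 0.0693). The calls of single ribosomal genes were lost in some of the 12 fits that left out 1 array, 2 for Rpl10 and 7 for Rpl27a. Ribosomal protein genes have many processed pseudogenes, so their probes can share signal with near-identical copies. As a group they lay lower in CPS than other genes (adjusted p = 0.000403 from camera), which did not hold with an estimated correlation (adjusted p = 0.293 with an estimated correlation). With the liver and adrenal cortex means of each array as covariates the adjusted p from camera was 0.120, and single genes that did not pass there were, with their log2 fold changes, Rps15 (-0.17), Rpl10 (-0.21) and Rpl27a (-0.43). Over-representation among the genes past the threshold gave p = 0.358 by the one-sided exact test of Fisher.
Of 21 measured genes of aldosterone-regulated sodium reabsorption, from 41 listed, 1 was higher in CPS, 0 were lower and 20 did not pass an unadjusted p of 0.05. The gene higher in CPS was Irs2, a docking protein of the insulin receptor, with a log2 fold change of 0.19 (standard error 0.09, exact p = 0.0346). Its call was kept only without LD replicate 2, CPS replicate 3 or CPS replicate 6 and lost in the other 9 fits that left out 1 array. It was also lost with each array centred on its median and with the liver and adrenal cortex covariates, although the log2 fold change was larger there (0.23 and 0.24). Nedd4l, the ubiquitin ligase that removes the epithelial sodium channel from the membrane, had a log2 fold change of 0.17 (exact p = 0.0541), the insulin gene Ins1, at the level of dim signal, one of 0.19 (exact p = 0.171) and the channel subunit gene Scnn1a one of 0.18 (exact p = 0.357). The list lay higher in CPS (adjusted p = 0.0107 from camera), with 18 of 21 members positive, but adjusted p = 0.364 with an estimated correlation and Fisher's exact p = 0.638. Without LD replicate 6, whose liver-gene mean of 5.97 was the highest of LD, the adjusted p from camera was 0.159, and with the liver and adrenal cortex covariates it was 0.0544. Sgk1, Nr3c2 and Kcnj1 are unnamed here.
Of 40 measured genes of viral myocarditis, from 66 listed, 2 were higher in CPS, 3 were lower and 35 did not pass an unadjusted p of 0.05. The muscle myosin gene Myh4 had a log2 fold change of -0.47 (standard error 0.10, exact p = 0.00216), at the level of dim signal. The class I gene RT1-M3-1 had a log2 fold change of -0.57 (exact p = 0.00866), the perforin gene Prf1, also dim, -0.27 (exact p = 0.0108), and the sarcoglycan gene Sgcd 0.32 (exact p = 0.0606), and of 12 fits without 1 array the call was lost in 3 for Prf1 and 8 for Sgcd. Those that did not pass with the covariates were, with their log2 fold changes, RT1-M3-1 (-0.48), Prf1 (-0.29) and Sgcd (0.08), of which that of Sgcd shrank most. The list did not shift as a group (adjusted p = 0.781 from camera), and it was over-represented among genes past the threshold with Fisher's exact p = 0.0388, or 0.177 after adjustment over 41 lists. That exact p was between 0.0147 and 0.497 in the fits that left out 1 array. Under the other alternatives set before it lay between 0.0469, after quantile normalization again, and 0.237, with the replicate block. Only the former passed 0.05, and the methods' unpaired one-way test gave an exact p of 0.0855. Adjusted over the list alone, 1 gene of viral myocarditis, Myh4, and 0 genes of the ribosome and aldosterone lists passed, and 0 passed over all clusters.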

Interestingly, we found that the significant enrichment pathways on KEEG were: “Ribosome” (Rno03010; *p*-value: 5.1E^−4^), “Viral myocarditis” (Rno0516; *p*-value: 4.2E^−2^) and “Aldosterone-regulated Na+ reabsorption” (Rno04960; *p*-value: 4.8E^−2^). On the other hand, for each significant gene, IPA analyzes both fold change and expression effect (up or down), and with this information an integrated analysis is performed against an empirical database. Hence, the impact of CPS conditions on genes related with several “Canonical Pathways” is shown in Figure 3C (where the significant pathways are ordered from minor to major *p*-value). 

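Of the pathways of Fig. 3C, those for matrix metalloproteases and for the vitamin D receptor (VDR) with its partner RXR were tested with lists written from general knowledge of each pathway. Of 27 genes of matrix metalloproteases and their inhibitors, 5 were higher in CPS, 0 were lower and 22 did not pass an unadjusted p of 0.05. Timp4, an inhibitor of these proteases, had a log2 fold change of 0.44 (standard error 0.14, exact p = 0.0108). Thbs2, a matrix glycoprotein, had a log2 fold change of 0.28 (exact p = 0.0346) and the membrane protease gene Mmp14 one of 0.24 (exact p = 0.0368), with LD replicate 4 apart from the other LD pools. Lrp1, a receptor that clears proteases, had 0.18 (exact p = 0.0368). Leaving out 1 array removed the call, out of 12 fits, in 5 for Thbs2, 6 for Mmp14 and 9 for Lrp1. The list lay above other genes (adjusted p = 0.00310 from camera; adjusted p = 0.293 with an estimated correlation). Of 41 genes of VDR and RXR activation, 7 were higher in CPS, 0 were lower and 34 did not pass an unadjusted p of 0.05. They included the antimicrobial peptide gene Camp at 0.30 (exact p = 0.00649), Mxd1, a repressor of the Myc network, at 0.27 (exact p = 0.0152), Foxo1 at 0.30 (exact p = 0.0325) and the coactivator gene Ncoa1 at 0.21 (exact p = 0.0281), with the call lost in 4 for Foxo1 and 6 for Ncoa1 of 12 such fits. The adjusted p from camera was 0.00239, or 0.255 as the adjusted p with an estimated correlation. With the liver and adrenal cortex covariates the former was 0.104. The genes named above that did not pass there, with their log2 fold changes, were Thbs2 (0.33), Lrp1 (0.16), Mxd1 (0.28), Foxo1 (0.33) and Ncoa1 (0.22). Of the glutathione genes described next, Gstm5 (-0.13) and Hpgds (0.11) did not pass there either. Without the 2 arrays of high liver mean Foxo1 had 0.19.
Of 24 genes of glutathione-mediated detoxification, 2 were higher in CPS, 1 was lower and 21 did not pass an unadjusted p of 0.05. The transferase genes went both ways, with Gstm3 at 0.48 (exact p = 0.0130) and Gstm5 at -0.17 (exact p = 0.0152), while the prostaglandin synthase gene Hpgds had 0.22 (exact p = 0.0541), with the call lost in 6 for Gstm5 and 10 for Hpgds of 12 such fits, and the group did not shift (adjusted p = 0.610 from camera). No shift was found for 9 genes of NAD phosphorylation and dephosphorylation (adjusted p = 0.0811 from camera, or 0.0283 without LD replicate 4) or 11 of granzyme B signalling (adjusted p = 0.610 from camera). Of 3 measured genes of serine and glycine biosynthesis and 4 of dTMP synthesis, 0 passed an unadjusted p of 0.05. Adjusted over the list alone, 0 genes of the 5 tested lists passed, as over all clusters.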

Regarding the “Biological Functions,” they were organized by *p*-value with the lower value in the top in Figure 3D. From this last analysis the activated “Biologicals Functions” (with a z-score > 2) were separated in two groups: related with “Muscle and Bone Development” (differentiation of connective tissue cells, loss of filaments, formation of muscle, bone mineral density, bone differentiation, differentiation of osteoblastic-lineage cells), and “Unspecific Function” as “Transcription of RNA,” “Expression of RNA,” “Quantity of Cells,” “Chemotaxis of Cells” and “Size of Body.” 

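Of 30 measured genes of muscle filaments and muscle differentiation, 3 were higher in CPS, 2 were lower and 25 did not pass an unadjusted p of 0.05. The higher genes included those of fast skeletal muscle, Tnnc2 with a standard error of 0.63 for its log2 fold change and an exact p of 0.0303, and Casq1, the calcium store protein of muscle, with a log2 fold change of 0.77 (standard error 0.29, exact p = 0.0303). Tagln, an actin-binding protein of smooth muscle, was 9.26 ± 0.14 in LD and 9.04 ± 0.11 in CPS (SD, n = 6 each). It was 1 of the lower genes, beside Myh4. The list lay above other genes (adjusted p = 0.00605 from camera; adjusted p = 0.572 with an estimated correlation), and the adjusted p from camera was 0.197 without CPS replicate 1 and 0.0621 without CPS replicate 6, the 2 CPS pools with the highest muscle-gene means. Of 48 genes of bone and connective tissue differentiation, 3 were higher in CPS, 1 was lower and 44 did not pass an unadjusted p of 0.05. Alpl, the alkaline phosphatase of mineralizing bone, which the renal tubule also makes, had a log2 fold change of 0.29 (standard error 0.09, exact p = 0.0108). Postn, a matrix protein of periosteum and of stroma, had one of 0.27 (exact p = 0.00866) and Bmp5, a bone morphogenetic protein, 0.30 (exact p = 0.0260). Phex, a peptidase of osteoblasts and osteocytes, had -0.43 (exact p = 0.0498). The call of Bmp5 was lost in 1 and that of Phex in 6 of 12 fits that left out 1 array. Calls lost with the liver and adrenal cortex covariates, with the log2 fold change there, were those of Tnnc2 (2.09), Casq1 (0.98), Tagln (-0.25), Alpl (0.30), Postn (0.23), Bmp5 (0.08) and Phex (-0.40), of which only that of Bmp5 shrank strongly. The group did not pass the set test (adjusted p = 0.0820 from camera). Adjusted over the list alone, 1 muscle gene, Myh4, and 0 bone genes passed, and 0 passed over all clusters.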

Of note, the inactivated biological functions (with a z-score between −1.9 to −1.8) were related with “Renal and Urological Disease” as the main term; with an inactivation prediction of “Chronic Kidney Disease” as well as “Renal Lesion.” It is important to keep in mind that most of the genes related with pathologies in the software algorithm are related with disease in adult tissue; therefore, the genes involved in normal function or pathologies at fetal developmental stages could be different from those described in the adult kidney.

**Figure 3:**
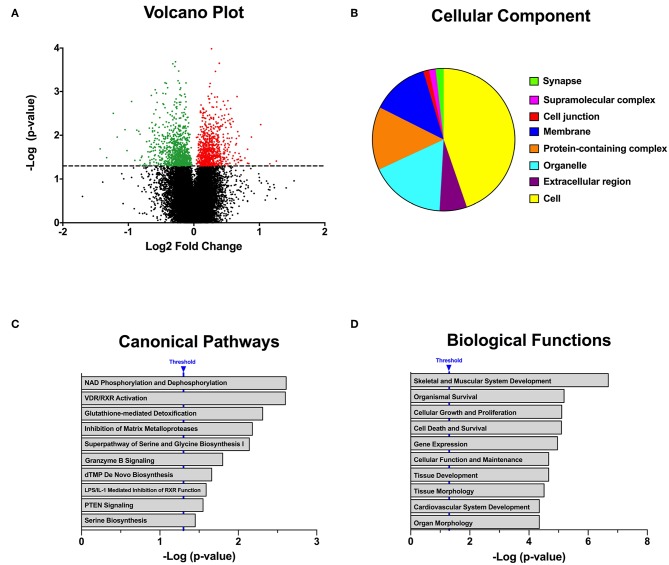
Global transcriptional changes in the fetal kidney from pregnancy under chronodisruption. **(A)** Gestational chronodisruption induces significant differential expression of 1,703 transcripts which are represented using a volcano plot with the up-regulated genes in red and down-regulated genes in green; the segmented line indicates *p*-value 0.05 by One-Way between-subject unpaired ANOVA. **(B)** Pie-chart showing the Cellular Components most represented from gene ontology analysis of the deregulated genes with DAVID. **(C,D)** display functional genomics analysis for Canonical Pathways and Biological Functions impacted by gestational chronodisruption. Blue lines indicate *p*-value 0.05 by right-tailed Fisher's exact test.

### Effects of Gestational Chronodisruption in Adult Offspring

Maternal exposure to CPS had no effects on maternal weight nor litter size (29). As described previously, both groups of male offspring showed similar food consumption between weaning and adult age, however CPS offspring were slightly heavier at 90 days of age (LD: 531.3 ± 8.7 g, *n* = 26; vs. CPS: 584.5 ± 10.5, *n* = 32; *P* < 0.05, unpaired *t*-test) (30). However, we did not observe differences in the adult kidney weight (LD: 1.80 ± 0.20 g; CPS: 1.83 ± 0.24 g).

About the long-term effects of CPS, we previously showed that gestational chronodisruption modify the daily rhythms of melatonin, corticosterone, aldosterone and some renal markers in adult offspring (29). Here, we investigated two potential mechanisms by which CPS may induce changes in renal function in the adult offspring, namely, low-grade inflammation and rhythmic gene expression.

To determine whether gestational chronodisruption could promote a state of low-grade inflammation, me measured some cytokines in the offspring's plasma. The adult CPS displayed a significant increase in two of six proinflammatory cytokines evaluated (Figure 4), whereas no significant difference was found for IL-10 anti-inflammatory cytokine (LD 73.14 ± 8.86; CPS 68.86 ± 15.12, pg/ml, NS). This proinflammatory status could contribute to effects of fetal programming carrying on to the adult offspring.

**Figure 4:**
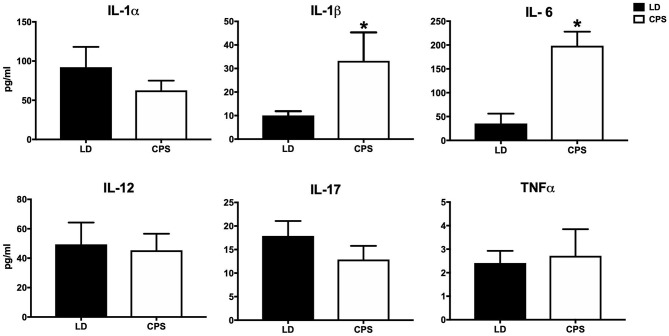
Effect of gestational CPS on circulating cytokines in adult offspring at 90 days of age. Blood samples were collected at 10:00 h (AM; LD *n* = 4 and CPS *n* = 5), a group of selected pro- and anti-inflammatory cytokines were evaluated in the adult plasma. Measurements were carried out using Milliplex RECYTMAG-65K and RECYMAG65K27PMX kits. We did not observe changes in anti-inflammatory cytokines such as IL-10 (LD 73.14 ± 8.86; CPS 68.86 ± 15.12 pg/ml NS). Results are expressed as mean ± SEM. ^*^Different from LD (*P* > 0.05; Mann-Whitney test).

Like other organs in the body, the kidney displays circadian fluctuations in gene expression; here we explored the effects of gestational chronodisruption on daily expression of clock genes, transporters, channels, hormone receptors and enzymes. In the adult LD offspring the core-clock genes *Bmal1* and *Per2* presented a daily rhythm in antiphase as described in other adult organs (6) with acrophases times at 22:17 and 14:46 h; respectively. All genes studied, including transporters, channels, enzymes and receptors showed significant daytime differences at the transcriptional level in the kidney from adults gestated under control 12:12 h photoperiod. In turn, gestational CPS conditions slightly affected circadian oscillation of clock genes, with high *Per2* transcript levels at 24:00 h compared to LD; however, a robust daily rhythm was maintained. Regarding other genes, the daily rhythm observed in *Atp1a1, At1r, Nr3c1*, Na-K-Cl cotransporter 2 and arginine vasopressin receptor-2 (*Avpr2*) were all disrupted in the adult CPS kidney (Figure 5). In addition, gestational chronodisruption modified the rhythm and expression level (as a 24 h mean) of *Renin* mRNA (Table 2).

**Figure 5:**
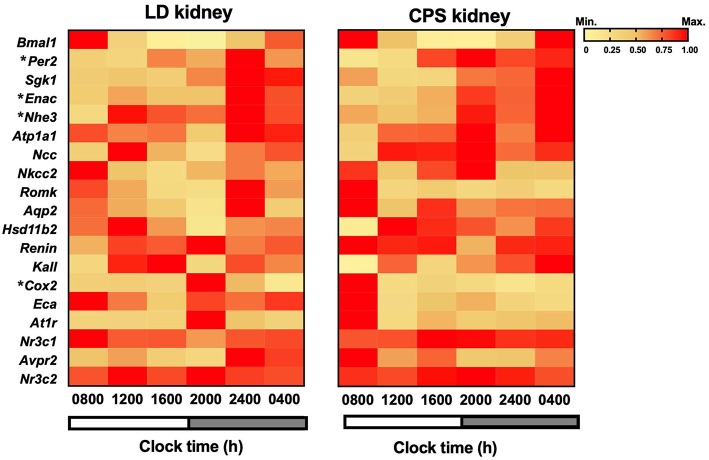
Phase-sorted heat map of whole kidney genes transcribed during a period of 24 h in the adult offspring. **Left**, LD (*n* = 28, *n* = 5/clock time); **Right**, CPS (*n* = 26, *n* = 4/clock time). Individual RNA samples were analyzed using RT-qPCR, and the means were analyzed using a theoretical cosine function. Genes expressed in a circadian manner were plotted on a phase-sorted heat map. Colors indicate min-max normalized relative expression for mean ± SEM of 2-ΔΔCt. Yellow: zero means lowest expression; red: one means maximum expression. Shaded bars represent lights off. ^*^Different from LD (*P* < 0.05; two-way ANOVA and Bonferroni).

**Table 2:** Statistical parameters for clock-time related changes in kidney mRNA expression (2- ΔΔCt) of LD and CPS adult rats at 90 days of age.

	**LD group**					**CPS group**				
	**ANOVA**		**Cosine wave** **fitting**		**Relative** **expression**	**ANOVA**		**Cosine wave** **fitting**		**Relative** **expression**
	***F***	**Tukey's**	***R^**2**^***	**ϕ**	**24 h mean**	***F***	**Tukey's**	***R^**2**^***	**ϕ**	**24 h mean**
**CLOCK GENES**										
*Bmal1*	F_(5.18)_ = 63.6	08 ≠ 20 h	0.91^*^	22.17 h	0.88 ± 0.69	F_(5.16)_ = 11.2	08 ≠ 20 h^†^	0.69^*^	22.23 h	0.95 ± 0.72
*Per2*	F_(5.20)_ = 7.9	08 ≠ 24 h^†^	0.47^*^	14.46 h	0.65 ± 0.28	F_(5.16)_ = 16.6	08 ≠ 20 h^†^	0.71^*^	13.56 h	0.85 ± 0.54
**TRANSPORTERS AND CHANNELS**										
*Sgk1*	F_(6.25)_ = 10.1	12 ≠ 04 h^†^	0.60^*^	01.38 h	0.99 ± 0.45	F_(6.24)_ = 4.9	12 ≠ 04 h^†^	0.51^*^	00.45 h	0.97 ± 0.52
*αEnac*	F_(6.21)_ = 3.3	n.s.	0.41^*^	02.16 h	0.86 ± 0.21	F_(6.21)_ = 11.4	08 ≠ 20 h^†^	0.60^*^	23.09 h	1.00 ± 0.49
*Nhe3*	F_(6.17)_ = 3.6	08 ≠ 24 h^†^	0.44^*^	21.23 h	0.80 ± 0.19	F_(5.20)_ = 1.5	n.s.	0.54^*^	23.35 h	0.97 ± 0.28
*Atp1a1*	F_(5.18)_ = 7.6	08 ≠ 20 h^†^	0.31^*^	20.34 h	2.47 ± 0.62	F_(5.17)_ = 2.7	n.s.	0.24	n.s.	2.03 ± 0.75
*Ncc*	F_(5.16)_ = 12.9	12 ≠ 22 h^†^	0.04	n.s.	0.83 ± 0.4	F_(5.15)_ = 2.8	08 ≠ 12 h^†^	0.31	n.s.	1.38 ± 0.38
*Nkcc2*	F_(5.19)_ = 2.5	08 ≠ 16 h^†^	0.28	n.s.	1.04 ± 0.45	F_(5.15)_ = 2.7	n.s.	0.02	n.s.	1.09 ± 0.36
*Romk*	F_(6.20)_ = 1.6	n.s.	0.21	n.s.	1.35 ± 0.68	F_(6.20)_ = 2.9	n.s.	0.21	n.s.	1.17 ± 0.47
*Aqp2*	F_(6.19)_ = 1.2	n.s.	0.15	n.s.	1.09 ± 0.50	F_(6.19)_ = 0.8	n.s.	0.01	n.s.	1.12 ± 0.29
**ENZYMES**										
*Hsd11b2*	F_(5.18)_ = 2.3	12 ≠ 20 h^†^	0.24	n.s.	1.21 ± 0.54	F_(5.16)_ = 6.2	08 ≠ 20 h^†^	0.16	n.s.	1.69 ± 0.77
*Renin*	F_(5.22)_ = 3.1	08 ≠ 20 h^†^	0.25	n.s.	0.74 ± 0.17	F_(5.17)_ = 0.9	n.s.	0.12	n.s.	1.03 ± 0.19^‡^
*Kall*	F_(6.20)_ = 3.7	n.s.	0.08	n.s.	0.65 ± 0.30	F_(6.20)_ = 11.9	08 ≠ 24 h^†^	0.27	n.s.	0.78± 0.59
*Cox-2*	F_(6.22)_ = 7.2	08 ≠ 20 h^†^	0.26	n.s.	1.13 ± 0.71	F_(6.20)_ = 3.9	n.s.	0.23	n.s.	1.35 ± 0.74
*Eca*	F_(6.22)_ = 3.5	08 ≠ 16 h^†^	0.33	n.s.	1.33 ± 0.61	F_(6.20)_ = 4.5	08 ≠ 24 h^†^	0.13	n.s.	1.6 ± 0.86
**RECEPTORS**										
*At1r*	F_(5.20)_ = 9.2	08 ≠ 20 h^†^	0.37^*^	12.49 h	0.74 ± 0.40	F_(5.16)_ = 2.4	08 ≠ 12 h^†^	0.19	n.s.	0.71 ± 0.33
*Nr3c1*	F_(5.20)_ = 4.7	08 ≠ 20 h^†^	0.43^*^	13.09 h	0.92 ± 0.16	F_(5.18)_ = 1.0	n.s.	0.13	n.s.	0.96 ± 0.10
*Avpr2*	F_(6.21)_ = 1.8	n.s.	0.34^*^	04.04 h	1.35 ± 0.45	F_(6.22)_ = 0.1	n.s.	0.00	n.s.	1.40 ± 0.16
*Nr3c2*	F_(5.20)_ = 3.6	n.s.	0.16	n.s.	0.84 ± 0.09	F_(5.16)_ = 0.8	n.s.	0.09	n.s.	0.95 ± 0.08

n.s., not significant;

* *, Significant fitting to cosine curve; P < 0.05 Pearson's r*.

† *, significant differences from other clock times; P < 0.05 Tukey's*.

‡ *, different from LD, P < 0.05. un paired t-test*.

*ϕ, clock time at acrophases*.

### Blood Pressure in Adult Offspring

We determined the systolic blood pressure (SBP) at 12:00 and 20:00 h to confirm the differences of SBP previously reported by us at 90 days of age (29). Here, we confirmed that the main BP differences between LD and CPS offspring appear during active phase at 20:00 h (data not shown) and therefore we evaluated the response of BP to 4% NaCl at this time point (i.e., where the CPS animals display higher blood pressure than LD animals).

Next, we assessed SBP in four groups of animals that were studied in parallel, LD and CPS males with standard chow (normal sodium; 0.26% NaCl) and LD+4%NaCl and CPS+4%NaCl that were challenged by overload of sodium in the food. As we expected, the LD and CPS animals maintained SBP values (LD 122 ± 0.31; CPS 134.3 ± 8.90 mmHg) close to our previous findings reported in Mendez et al. (29). When we compared the four groups of animals at the end of the protocol (at 150 days of age), the record obtained in LD and LD+4%NaCl remained inside the normal range for the species, however the CPS and CPS+ 4%NaCl animals maintained elevated levels of BP (about 135 mmHg) (Figure 6). On the other hand, we obtained urine using metabolic cages for 16 h, to analyze markers of renal function at basal time and at the end of 4 weeks of the 4% NaCl treatment. At basal time we observed higher levels of proteins (LD 3.63 ± 0.70; CPS 5.87 ± 0.39^*^ mg/dl/16 h; Mann-Whitney test and sodium (LD 0.45 ± 0.05; CPS 0.75 ± 0.09^*^ mEq/l/16 h Mann-Whitney test) in urine in adult offspring gestated under CPS conditions. At the end of protocol, the adult CPS+4% NaCl animals displayed a significant increase in creatinine, sodium and chloride. We also analyzed the presence of pathological markers finding changes in eight of them. These results highlight that gestational chronodisruption triggers negative modifications in the adult CPS offspring, given that the markers evaluated here are used for detection of kidney damage in different models of renal injury (Table 3).

**Figure 6:**
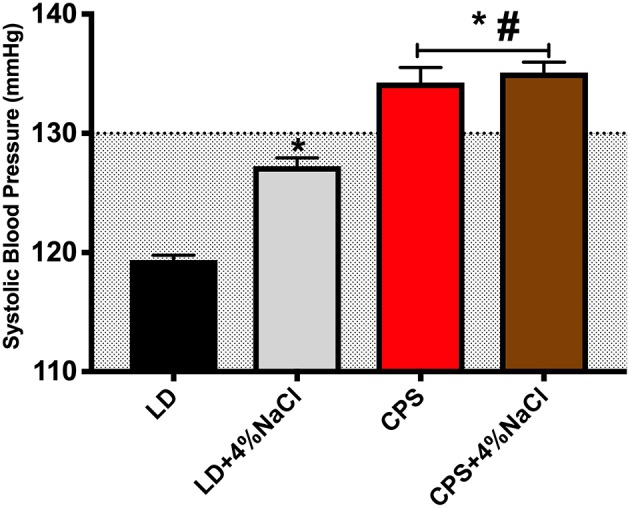
Systolic blood pressure in response to 4%NaCl. Adult males were evaluated at 150 days of age (LD *n* = 8; CPS *n* = 7). The animals were trained 7 days before basal records. SBP was evaluated at 20 h by tail cuff method. Measure is the average for five records, actual data are mean ± SEM. ^*^Different from LD, ^**#**^Different from LD+4%NaCl (*P* < 0.05 One way ANOVA and Tukey's). The gray area indicates the normal range of SBP for the rat.

**Table 3:** Urinary markers in adult offspring gestated in LD and CPS conditions, and challenged with 4%NaCl for 4 weeks.

	**Normal sodium (0.23%)**		**High sodium (4%)**	
	**LD**	**CPS**	**LD +4% NaCl**	**CPS +4% NaCl**
**URINE 16-h**				
Creatinine(mg/dl)	7.95 ± 0.40	6.77 ± 0.47	4.45 ± 0.53	6.14 ± 0.50^#^
Proteins (mg/dl)	2.58 ± 0.43	6.56 ± 0.87^*^	1.22 ± 0.18	2.47 ± 0.36
Na (mEq/L)	0.45 ± 0.05	0.75 ± 0.09	4.48 ± 0.82^*^	7.17 ± 0.92^#^
K (mEq/L)	1.68 ± 0.13	2.08 ± 0.16	1.23 ± 0.20	2.23 ± 0.18
Cl-(mEq/L)	1.22 ± 0.09	1.24 ± 0.10	4.24 ± 0.76^*^	6.70 ± 0.82^#^
**PATHOLOGICAL MARKERS (ng/ml/16h)**				
Alb	403.2 ± 73.48	1145 ± 517	589.3 ± 214	993.1 ± 353.2
AGP	44.91 ± 5.37	36.34 ± 6.11	33.00 ± 5.79	42.01 ± 4.98
Clusterin	5090 ± 1022	1996 ± 848^*^	3213 ± 287	1503 ± 690.9^*^
GST	45.62 ± 8.13	144.10 ± 63.37^#^	21.75 ± 3.75	48.41 ± 10.73^#^
Kim1	1.50 ± 0.54	14.02 ± 4.23^*^^#^	1.34 ± 0.13	21.07 ± 7.45^*^^#^
OPN	0.25 ± 0.9	13.00 ± 4.70^*^^#^	0.23 ± 0.07	20.4 ± 7.70^*^^#^
Tim1	240.9 ± 78.43	79.69 ± 27.07	158.6 ± 36.56	107.2 ± 54.05
VEGF	5.69 ± 1.51	14.95 ± 4.00^*^^#^	4.92 ± 0.56	28.34 ± 6.15^*^^#^
B2M	555.7 ± 106.0	288.4 ± 155.5	483.1 ± 86.09	393.6 ± 143.3
Cystatin	7.60 ± 1.25	17.75 ± 3.70^*^	9.73 ± 1.27	28.64 ± 6.06^*^^#^
EGF	3.80 ± 0.62	16.34 ± 3.35^*^	10.75 ± 1.37^*^	26.82 ± 5.56^*^^#^
Lipocalin	1.90 ± 0.31	13.09 ± 4.46^*^	2.71 ± 0.45^*^	21.28 ± 7.42^*^
Calbindin	1758 ± 1154	264.8 ± 75.58	1245 ± 592.2	332.7 ± 159.9
IP-10	0.29 ± 0.12	12.39 ± 4.74^*^	0.83 ± 0.18	20.61 ± 7.62^*^^#^

Concentrations of electrolytes, creatinine, proteins and pathological markers and were adjusted by urine volume obtained in 16-h

* *Different from LD*,

# *Different from LD +4% NaCl; p < 0.05 Kruskal-Wallis rank test corrected by False Discovery Rate. (Two-stage step-up method of Benjamini, Krieger and Yekutieli)*.

To further understand the impact of gestational CPS treatment on blood pressure regulation, relative expression of key genes related with kidney function was evaluated in LD, LD+4%NaCl, CPS and CPS+4%NaCl. Gestational chronodisruption programmed relative expression of transporters, hormone receptors and pathological markers. As shown in Figure 7, *Nhe3, Ncc, Nkcc2, Atp1a1, Nr3c1*, and *Nr3c2* mRNA levels were modified by CPS; meanwhile genes as *Nhe3, Nkcc2, Ncc*, and *Nr3c2* were sensitive to 4 weeks high-sodium diet. Finally, the pathological markers *Tgf*β, *Col3a1* and *Opn* were modified in adults gestated under CPS conditions, while *Col3a1* and *Opn* increased in response to 4% NaCl. Collectively, these results suggest that altered blood pressure in the adult CPS offspring is strongly related with kidney dysfunction.

**Figure 7:**
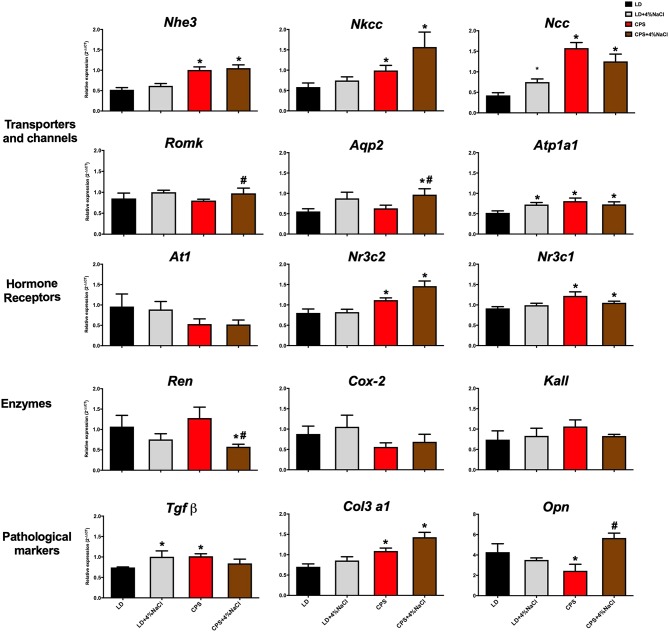
Gene expression in response to 4%NaCl in adult offspring gestated under LD and CPS conditions. Whole kidneys were obtained at 150 days of age (LD *n* = 8; CPS *n* = 7) at 10:00 h for the study of gene expression in males gestated under LD and LD+4%NaCl conditions (black and gray bars; respectively); CPS and CPS+4%NaCl (red and brown bars; respectively). Data are mean ± SEM ^*^Different from LD; ^#^Different from CPS (*P* < 0.05 Kruskal-Wallis test).

Together with the analyses of relative gene transcription, we studied the effects of sodium on the morphology of the kidneys. At 150 days of age, we observed no evident morphological differences between the four groups studied. Besides, Kallikrein and COX-2 proteins were analyzed; both proteins are involved in the regulation of sodium in the thick loop of Henle and in the collecting duct, respectively. Regarding the expression of Kallikrein, we observed that CPS offspring showed a lower staining area with respect to LD; while increased sodium intake for 4 weeks decreased the expression of Kallikrein in both groups, LD+4%NaCl and CPS+4%NaCl (Figure 8). A similar result was observed for COX-2 protein. Therefore, gestational chronodisruption decreased the expression of COX-2 in the adult kidney, while 4 weeks of 4%NaCl treatment decreased the expression of the enzyme in both LD+4%NaCl and CPS+4%NaCl offspring.

**Figure 8:**
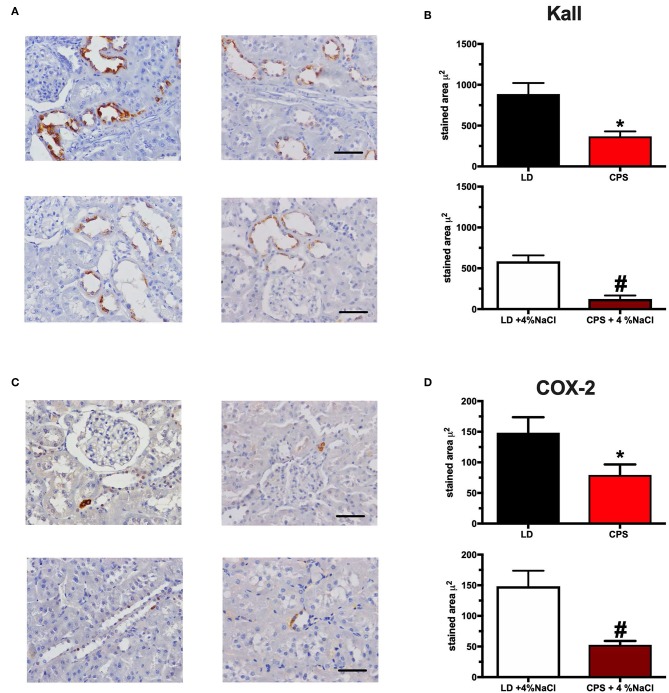
Protein expression of Kallikrein and COX-2 in adult males gestated under LD and CPS conditions. **(A)**. Representative sections for Kallikrein immunostaining in renal tissue from LD, CPS, LD +4% NaCl and CPS+4%NaCl. 40X objective, 100 μm scale. **(B)** Whole data analysis for staining area for Kallikrein in renal tissue from adult males. ^*^Different from LD; ^#^Different from LD+4%NaCl (*p* < 0.05, Student's *t*-test). **(C)** Representative sections for COX-2 immunostaining in renal tissue from LD, CPS, LD +4% NaCl, and CPS+4%NaCl. 40X objective, 100 μm scale. **(D)** Whole data analysis for staining area for staining area for COX-2 in renal tissue from adult males. ^*^Different from LD; ^#^Different from LD+4%NaCl (*p* < 0.05, Student's *t*-test). Values are mean ± SEM.

## Discussion

Intrauterine conditions in which the fetus develops have an important influence on the phenotype expressed in adult life. The long-term effects in different models of fetal programming include alterations in gene expression and organ-specific changes, demonstrating an association between environmental and epigenetic influences on the outcome of fetal programming (34, 35). Over the last few years, it has been suggested that circadian disruption is a suboptimal condition during gestation that may lead to late-onset of cardiovascular and metabolic diseases. In this context, there is growing evidence indicating that gestational chronodisruption has adverse effects on the mother, the fetus and the adult offspring in some animal models (29, 36–41). These reports support the idea that gestational chronodisruption disturbs fetal and maternal physiology, acting as an adverse intrauterine condition that programs the adult health and impose significant long-term trade-offs. Previously, we showed that adult rats gestated under CPS conditions display changes in daily rhythms of melatonin, corticosterone, aldosterone, some renal markers, featuring modified blood pressure and heart rate at 90 days of age (29). Given that circadian rhythms in various renal functions and blood pressure have been described (42, 43), here we investigated whether chronic photoperiod shift during gestation (CPS—chronic photoperiod shifting; up to 85% of gestation), modifies the kidney biological clock and blood pressure control in the adult offspring.

### Effects of Gestational Chronodisruption on the Fetal Kidney Clock

The present study is the first demonstration of fetal programming of adult kidney dysfunction and prehypertensive phenotype by gestational chronodisruption. One limitation of our results is the use of non-sexed fetal kidneys for RT-qPCR and microarray, which was not included in the original design of the experiments. Therefore, the possibility of long-term sex-differences in the outcomes studied here needs to be addressed.

The core components of the clock machinery are expressed early in several fetal tissues, such as liver, kidney and adrenal gland (44, 45). In fact, the evidence available demonstrates that the circadian clock begins ticking early in life, and therefore, it may be influenced by maternal signals or by the mother's external environment; as it has been observed in several models of gestational chronodisruption (29, 30, 37, 38, 40, 46). In a rat model, we have demonstrated that the fetal adrenal clock is ticking during gestation and that CPS has adverse effects on this peripheral clock at 18 days of gestation (30). Here we studied the potential early oscillation of the kidney clock at E18 and the effects of gestational CPS on renal gene expression.

At E18, we did not find a 24-h oscillation of clock genes nor clock-controlled genes. This result agrees well with data reported in mice embryos, where no circadian rhythmicity in clock genes was observed in mouse liver, kidney and heart at E18 (47). However, here we observed an interesting pattern of gene oscillation that is recurrent close to 8-h in almost all genes studied in the fetuses gestated in LD conditions. This pattern of oscillation could be a preparation for the future circadian transcription in the kidney clock, whose period and amplitude would vary according to developmental changes. In fact, circadian amplitude displays changes in several organs indicating that the temporal order of physiological functions varies during development and reflect organ-specific entrainment at different developmental stages (44, 45, 48, 49).

Of note, an early 24 h oscillation of *Per2* and *Rev-erba* (as well as the clock-controlled genes α*Enac, Sgk1*, and *Nhe3*) was demonstrated in the rat fetal kidney at E20 (28); in contrast with our finding of 8-h oscillatory gene expression patterns for clock and clock-controlled genes at E18. This discrepancy might be explained by the fact that there are marked developmental differences between 18 and 20 days of gestation (term at 21 days), a time window where exponential and maximal fetal growth has been described in the rat (50). In this unique physiological context, it is conceivable that kidney maturation along the late phase of rat pregnancy undergoes dramatic changes, so that short-term differences in gene expression patterns may be somewhat predictable. Interestingly, here we observed that gestational chronodisruption abolished this rhythmicity-like pattern in the CPS kidney; demonstrating effects of gestational circadian disruption on the fetal kidney at E18. Although there are significant age and interspecies differences in the timing of gene oscillation, proper initiation of circadian rhythms (associated with peripheral clock activation) could be an integral aspect of the developmental process. Therefore, the acquisition of biological rhythms correctly synchronized could be a determinant of fetal development, eventually laying the ground for appropriate transition to adulthood.

As we reported previously, circadian disruption impacts the fetal transcriptome of heart, liver and adrenal gland in different models of gestational chronodisruption (30–32). Our microarray studies in fetal kidney revealed that 1,703 transcripts were differentially expressed, where the most represented Cellular Compartment were “Plasma Membrane” and “Nucleus,” while the main Biological Function targeted was “Regulation of transcription.” Also, we found that the significant enrichment pathways on KEEG were: “Ribosome,” “Viral myocarditis” and “Aldosterone-regulated Na+ reabsorption.” Many of the differentially expressed genes in the CPS kidney have high representation during the embryonic developmental stage; for instance, cellular proliferation, morphogenesis and ECM production, as it has been described in ontogenic kidney array studies (51, 52). However, the inactivated biological functions identified were related with the main term “Renal and Urological Disease” with an inactivation of “Chronic Kidney Disease” and “Renal Lesion.” 

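Of 41 matrix genes other than collagens, 10 were higher in CPS, 0 were lower and 31 did not pass an unadjusted p of 0.05, and 36 had a positive log2 fold change. Lox, which crosslinks collagen and elastin, was 7.50 ± 0.16 in LD and 7.89 ± 0.21 in CPS (SD, n = 6 each), with an exact permutation p of 0.00216. Efemp1, a fibulin of the matrix, had a log2 fold change of 0.29 (standard error 0.10, exact p = 0.0108), and Mfap5 had a standard error of 0.29 (exact p = 0.0216). The list mean was 7.15 ± 0.06 in LD and 7.31 ± 0.11 in CPS (SD, n = 6 each), with an exact permutation p of 0.0173 and 0.133 after adjustment over 41 lists. Camera gave an adjusted p of 1.48e-07, but adjusted p = 0.293 with an estimated correlation. Of 17 genes of the renal stroma, 4 were higher in CPS, 1 was lower and 12 did not pass an unadjusted p of 0.05, with Foxd1, a factor of stromal progenitors, at 0.19 (exact p = 0.00433), the matrix proteoglycan gene Lum at 0.27 (exact p = 0.0346) and Tcf21, a factor of stroma and podocytes, at -0.21 (exact p = 0.0152), and with the call lost in 1 for Foxd1 and 4 for Lum of 12 fits that left out 1 array. With the liver and adrenal cortex covariates Foxd1 (0.11) and Lox (0.35) did not pass, although the log2 fold change of Lox stayed close to the difference of its means. The stroma list, whose mean in LD replicate 4 was apart from the other LD pools, passed camera (adjusted p = 0.00178; adjusted p = 0.293 with an estimated correlation). Some lists share genes, so their results are not independent. The stroma list shares Lum with the matrix list, Col1a1 with the collagens, and Foxd1 and Tcf21 with the podocytes. Thbs2 is in the lists of matrix genes and of metalloproteases.
Of 40 genes of cell proliferation, 0 were higher in CPS, 0 were lower and 40 did not pass an unadjusted p of 0.05. Their log2 fold changes were small, with 31 of 40 negative and a median of -0.04, and included -0.15 for the replication gene Gins1 (exact p = 0.0390) and -0.15 for the mitotic kinase gene Cdk1 (exact p = 0.0779), against 0.12 for the kinetochore gene Cenpf (exact p = 0.0260). The list lay below other genes (adjusted p = 0.00195 from camera; adjusted p = 0.293 with an estimated correlation). Among genes of morphogenesis, 0 of 10 nephron progenitor genes and 0 of 13 early nephron genes passed an unadjusted p of 0.05, with adjusted p = 0.298 from camera and adjusted p = 0.0296 from camera; the latter did not hold with an estimated correlation (adjusted p = 0.519 with an estimated correlation). It was also lost without LD replicate 2 (0.104), LD replicate 6 (0.228), CPS replicate 2 (0.0999), CPS replicate 4 (0.0630) or CPS replicate 5 (0.209). Adjusted over the list alone, 0 genes of these lists passed, as over all clusters.

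**Figure D3:**
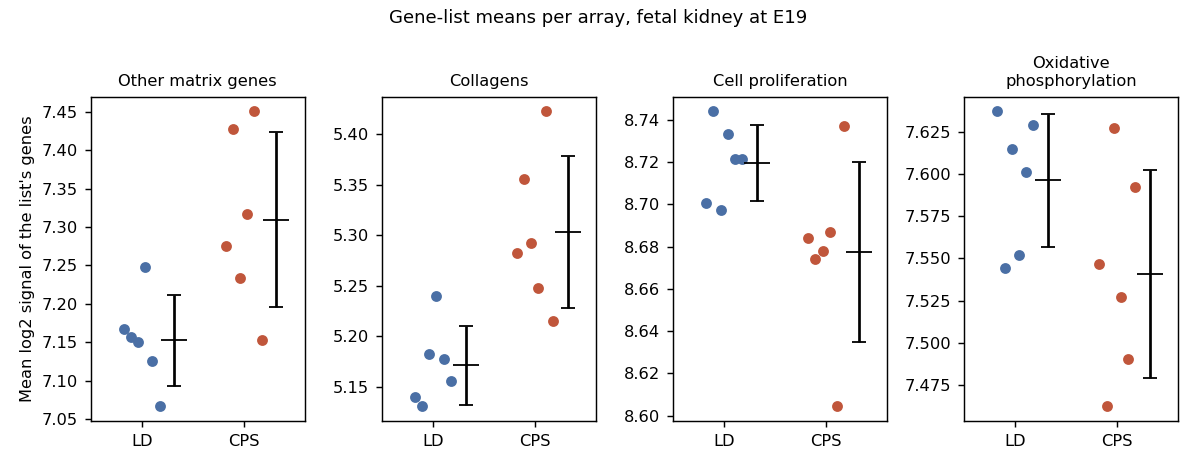
Mean log2 signal of 4 gene lists on each array for LD and CPS (horizontal axis), with the mean and SD of 6 pools in black. CPS replicates 2 and 5 have the highest means of the matrix list, 7.43 and 7.45, and the lowest of the oxidative phosphorylation list, 7.46 and 7.49.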

A plausible explanation for this is that the software algorithm works with a database related with disease in the adult kidney, whereby this prediction of “protection” could be the representation of the normal changes occurring during growth, where an important number of genes are expressed differently during fetal and adult life. This possibility has been showed in studies comparing fetal and adult stages, where embryonic kidney is committed to cellular proliferation and morphogenesis early on, followed by extracellular matrix deposition and acquisition of markers of terminal differentiation with the expression of transporters, detoxification enzymes and oxidative stress genes (51, 52). 

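Of 31 measured collagens, 5 were higher in CPS, 1 was lower and 25 did not pass an unadjusted p of 0.05, and 26 had a positive log2 fold change. Col1a1, the main chain of type I collagen, was 9.19 ± 0.17 in LD and 9.52 ± 0.28 in CPS (SD, n = 6 each), with a log2 fold change of 0.34 (standard error 0.13, exact p = 0.0390). Its partner chain Col1a2 had a log2 fold change of 0.21 with an exact permutation p of 0.0758. Col6a1, a chain of the microfibrillar type VI collagen, was 7.72 ± 0.11 in LD and 7.95 ± 0.23 in CPS (SD, n = 6 each), with a log2 fold change of 0.24 (exact permutation p = 0.0498). Col3a1, another fibrillar collagen, had one of 0.20 (exact p = 0.0736). Col6a2 had one of 0.16 (exact permutation p = 0.182), and Col6a3 is unnamed here. Col14a1, a collagen of fibril surfaces, had a log2 fold change of 0.28 (standard error 0.10, exact p = 0.0281), and Col6a6 a log2 fold change of 0.66 (standard error 0.25, exact p = 0.0476). As a group the collagens lay above other genes (adjusted p = 0.000524 from camera; adjusted p = 0.255 with an estimated correlation), with an exact permutation p of 0.00433 for the list mean and 0.133 after adjustment over 41 lists. Adjusted over the list alone, 0 collagens passed, as over all clusters. Col14a1 did not pass with the liver and adrenal cortex covariates, where its log2 fold change was 0.26. The call of Col6a6 was lost in 2 of 12 fits that left out 1 array. The unadjusted p of Col1a1 passed 0.05 in 8 of 12 fits that left out 1 array, not without LD replicate 1 or LD replicate 2 or CPS replicate 2 or CPS replicate 5, and that of Col6a1 in 3 of 12, those without LD replicate 4 or CPS replicate 3 or CPS replicate 6. RT-qPCR was not analysed here.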

To confirm our results and also to extend the present microarray-predicted expression, we validated the study using RT-qPCR, where genes as *Col6A* and *Col1A* (involved in ECM deposition) were validated (data not shown). Although not all genes were statistically validated (probably by different limit of detection of both methods), all genes included in the validation showed the same results (up-down regulation) relative to the microarray results. With the exception of “Aldosterone-regulated Na+ reabsorption,” we did not identify more pathways related directly with kidney function. However, we believe that the modification of 1,703 transcripts by CPS could have a significant integrated impact on the fetal kidney, considering that the tissue was evaluated in a period characterized by developmental changes, which actually ends up only in the postnatal period in the rat; hence, it is conceivable that although immature the kidney can be programmed by gestational chronodisruption at 18 day of gestation.

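Of 29 proximal tubule genes, 14 of the loop of Henle and distal tubule and 22 of the ureteric bud and collecting duct, 0 passed an unadjusted p of 0.05 in any list. Most leaned upward, with 22, 12 and 17 positive log2 fold changes in that order. Dpep1, a dipeptidase of the brush border, had a log2 fold change of 0.38 (standard error 0.17, exact p = 0.0693), with LD replicate 6 apart from the other LD pools. Umod, the main protein of normal urine, had a log2 fold change of 0.21 (exact p = 0.136) and the kinase gene Wnk1 one of 0.40 (exact p = 0.113). The tubule transport genes Slc12a1, Slc12a3, Slc9a3 and Aqp2 had log2 fold changes of 0.13, 0.15, 0.16 and 0.08. Camera gave an adjusted p of 0.0133 for the proximal tubule, 0.0665 for the loop and distal tubule and 0.0839 for the collecting duct. The first was lost with an estimated correlation (adjusted p = 0.572 with an estimated correlation) and without LD replicate 6 (0.291), CPS replicate 3 (0.0763), CPS replicate 4 (0.167) or CPS replicate 5 (0.162). The second passed without LD replicate 1 (0.0218), LD replicate 3 (0.0337), LD replicate 4 (0.0258), CPS replicate 1 (0.00335) or CPS replicate 6 (0.0257), and the third without LD replicate 1 (0.0363), LD replicate 4 (0.0132), CPS replicate 1 (0.00965) or CPS replicate 6 (0.0106). Of 12 podocyte genes, 1 was higher in CPS, 1 was lower and 10 did not pass an unadjusted p of 0.05, the first being Foxd1 and the second Tcf21, with the slit diaphragm gene Nphs1 at 0.34 (exact p = 0.0996), or -0.02 with the liver and adrenal cortex covariates. The podocyte list passed camera (adjusted p = 0.0286 from camera; adjusted p = 0.308 with an estimated correlation), with the covariates its adjusted p was 0.0524, and it was lost without LD replicate 2 (0.107), LD replicate 6 (0.125), CPS replicate 4 (0.0569) or CPS replicate 5 (0.188). Of 24 genes of the angiotensin and vasoactive systems, 2 were higher in CPS, 0 were lower and 22 did not pass an unadjusted p of 0.05. These were the prostaglandin receptor gene Ptger1, at 0.31 (exact p = 0.0541), and Ace, the angiotensin-converting enzyme, at 0.33 (exact p = 0.0714), while Klk1, a kallikrein that releases kinins, had 0.31 (exact p = 0.0779) and the angiotensin receptor gene Agtr1a 0.06 (exact p = 0.225). Neither Ptger1 nor Ace passed under the methods' unpaired one-way test or with the replicate block, nor with the liver and adrenal cortex covariates, where Ptger1 had 0.37 and Ace 0.16. With 1 array left out, Ptger1 passed in 6 of 12 fits, not without LD replicate 1, LD replicate 3, LD replicate 5, LD replicate 6, CPS replicate 2 or CPS replicate 5, and Ace in 3, those without LD replicate 1, LD replicate 4 or CPS replicate 6. This list passed camera (adjusted p = 0.0215; adjusted p = 0.293 with an estimated correlation), but not without LD replicate 6 (0.159) or CPS replicate 5 (0.0606). In all, 8 of 24 alternatives lost the call of this list. Adjusted over the list alone, 0 genes of these lists passed, as over all clusters. From the number of transcripts that differed and the developmental stage of the tissue, the paper proposes that the fetal kidney, though immature, could be programmed by gestational chronodisruption.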

### Effects of Gestational Chronodisruption on Adult Offspring

There is evidence suggesting that insults taking place as early as during gestation could lead to elevated blood pressure in the adult offspring. However, the precise grounds for this BP increase remain unknown. Epigenetic modifications have been proposed as a probable mechanism. For example, using a rodent model of maternal protein restriction during gestation, a decrease in the methylation at CpG dinucleotide has been observed at the proximal promoter region of the angiotensin receptor (53). Recently, we demonstrated that gestational chronodisruption modified global DNA methylation in the CPS adrenal gland at 90 Days of age (30). We also found decreased global DNA methylation in the kidney from CPS offspring relative to adults gestated under standard 12:12 h photoperiod (unpublished data). It is possible that the absence of melatonin in the adult CPS (29) may play a role as an epigenetic modifier contributing to elevated BP in the CPS offspring (54). Besides, melatonin is required to maintain the phase relationship between the SCN and peripheral clocks, also exerting a myriad of functions; such as modulation of the inflammation processes and strong antioxidant activity, among others (55) therefore, suppression of melatonin may trigger multiple changes in peripheral clocks as the kidney, with effects on blood pressure.

One potential mechanism promoting hypertension is inflammation. Circadian disruption has been related with an increase of inflammatory cytokines contributing to risk of cardiovascular disease (56). Here we evaluated the presence of some features of low-grade inflammation in adults gestated under gestational chronodisruption and found an increase of pro-inflammatory cytokines IL-1β and IL-6 in adult CPS animals. The relevance of increased circulating pro-inflammatory cytokines becomes apparent considering that they activate signal transduction cascades impinging on transcriptional activity in different target cells. To the best of knowledge, there is no reported evidence of fetal programming of adult pro-inflammatory status triggered by altered photoperiod along gestation. However, epidemiological and experimental lines of evidence strongly suggest that different prenatal adverse conditions may translate into adult immune disease (57). These authors state that other than orchestrating local and systemic responses, pro-inflammatory cytokines activate the HPA axis contributing to a rise of glucocorticoids levels, which in turn suppresses further cytokine production (57). On the other hand, the present results do not rule out that the increase of IL-1β and IL-6 observed in the adult CPS offspring may derive from altered gene expression patterns in the kidney (present report) and/or effects on some components of the endocrine system; for instance, the absence of daily rhythm of plasma corticosterone and aldosterone, together with an increase of circulating corticosterone (29, 30). At any rate, systemic inflammation participates in several steps in the development of cardiovascular disease, including endothelial dysfunction and oxidative stress; in fact, presently it can be considered an independent risk factor for essential hypertension (56, 58). Taken together, our results suggest that gestational chronodisruption could promote a systemic low-grade inflammation state, which, together with our previously reported changes in circulating hormones (29), might contribute to the increase of BP in the adult CPS offspring.

It is known that kidney physiology is characterized by a periodicity of 24-h for gene expression, contributing to various cardiovascular functions (26, 59). Indeed, some genes such as *Nhe3* and α*ENaC* display E-Box motifs in their promoter regions, which are regulated directly by clock genes, demonstrating the role of renal clock in handling sodium, chloride, potassium and water and therefore participating in the control of BP (26, 59–62). Many studies show that disrupted rhythmic activity is a phenotype often seen in numerous cardiovascular diseases (24, 63), where alterations on sympathetic vascular tone and renal sodium handling could be involved and, interestingly, these functions are under circadian control (24). A small number of studies have examined aspects like tubular handling of sodium in fetal programming. Alterations of some components at the tubular level, such as of *Nkcc2* and *Ncc* have been reported, suggesting that renal handling of sodium contributes to arterial hypertension in the adult offspring, as shown in a classical model of protein restriction during gestation (64). As expected, we observed that adult LD offspring showed circadian oscillation in clock and clock-controlled genes as documented in whole rodent kidney (24, 28); the relative expression level of many of the mRNAs was disrupted in the CPS kidney, as well as the 24 h mean expression level of *Renin* mRNA. Since functional genes were disrupted in the CPS offspring's kidney (despite an apparent kidney clock integrity), our results indicate a general compromise of kidney function that could translate into changes of key functions, such as blood pressure control.

As mentioned, suboptimal intrauterine environment may modify the normal developmental trajectory and thus have potential long-lasting effects. However, postnatal development and adult behavioral factors modify the progression of these alterations. The kidney plays a key role in the generation of hypertension and controls BP through regulation of extracellular volume (balance in the urinary excretion of sodium and water), therefore dysfunctional sodium excretion increases the susceptibility to hypertension (22, 23). Here we subjected the adult CPS offspring to a 4%NaCl challenge for 4 weeks. Although this challenge did not trigger hypertension in adult CPS animals, their blood pressure remained high at the end of 4 weeks. Besides, both groups (CPS and CPS+4%NaCl) analyzed in the study display changes in several pathological markers, remarking the effects of gestational chronodisruption.

The control of fluids is an important mechanism used to regulate blood pressure. As extracellular fluid volume increases in response to high salt intake, the kidneys excrete the excess fluid and electrolytes in order to return the extracellular fluid volume and BP to normal levels. In CPS animals, despite the attempt to eliminate more sodium, the SBP remained elevated (close to 145 mmHg), which may be characterized as a prehypertensive state.

The blood pressure response to sodium overload is an age-dependent process in rats and it coincides with the phase of higher growth, occurring between 4 and 10 weeks old. Puberty and sexual maturation are a time of profound hemodynamic adjustments, such as decreased cardiac output and increased vascular resistance, resulting in hemodynamic maturity that stabilizes BP levels in adults (65). In CPS offspring we know that several endocrine changes occur, as modifications in daily rhythm of melatonin and corticosterone (29, 30). In the kidney, glucocorticoids help to regulate body fluid homeostasis by improving the diuretic and natriuretic response in the inner medullary-collecting duct and can regulate circadian genes in the kidney (26). For example, Ivy et al. (66) found that chronic corticosterone infusion led to increased levels of *pNCC, Bmal1* and *Per1* during the inactive phase. Besides, adrenalectomy resulted in a blunted rhythm of *pNCC* expression in the kidney (66). Again, the absence of circulating melatonin could contribute to the phenotype observed in adult CPS. In fact, pinealectomy in rats (and consequent suppression of melatonin) induces a moderate elevation of BP in prepubertal males, and slight changes in adult males. This prehypertensive state culminates in hypertension after administering a dietary sodium overload (67, 68).

Together with changes in SBP we observed modification of the expression level of several genes after sodium intake (4 weeks) in the adult CPS offspring. In this context, it has been reported that the consumption of high sodium in the diet in mice was able to modify the rate and timing of gene expression in the kidney (69). It is likely that the 4% NaCl treatment could have a greater impact on CPS kidneys, which already display changes in gene expression in several segments of the nephron. About 90-95% of the sodium is reabsorbed in the proximal portion of the nephron; however, the distal nephron plays a crucial role in sodium handling (70). The Kallikrein-kinin system (KKS) is a multienzyme system including the enzyme kallikrein, their substrates (high and low molecular weight kininogens) and vasoactive hormones formed (bradykinin); whose activation produces a wide spectrum of biological effects, including vasodilation, diuresis and natriuresis. Genetically hypertensive rats show decreased excretion of urinary kallikrein, while this condition is an indicator of salt sensitivity in humans and rats (71–73). The susceptibility of changes in the BP to excessive sodium intake has been evaluated in different experimental models, suggesting that defects in the KKS could sensitize to significant cardiovascular effects after sodium overload (73). Here we studied the effects of CPS on Kallikrein and COX-2. Gestational chronodisruption decreased the expression of Kallikrein in CPS animals. Kallikrein expression and distribution is highly dependent on the development process, thus perinatal disorders such as gestational chronodisruption may contribute to the programming of this system. Another possibility is that changes in Kallikrein may be linked to adaptation to changes in gene expression or aldosterone changes (29). In this regard, adrenalectomized rats excrete less than half of Kallikrein than sham-operated, similarly to administration of aldosterone antagonists; while dexamethasone increases production of Kallikrein (70, 74).

Intake of 4%NaCl decreased expression of Kallikrein in both experimental groups, a situation that has been observed in different models with high sodium intake and in contrast, sodium restriction increases the excretion of Kallikrein in urine (70). The results on CPS+4%NaCl offspring indicate a greater susceptibility of these animals to hypertension and its secondary consequences. A similar situation was observed for the expression of COX-2 protein. Cyclooxygenase (COX-1 and COX-2) are enzymes that represent the rate limiting step for the synthesis of prostaglandins, which are important mediators of renal vascular tone and sodium balance. Although COX-2 has been classified as an inducible enzyme (unlike COX-1, which is “constitutive”), COX-2 is also constitutively expressed in the kidney (75). The specific action of the metabolites of COX-2 is determined by the stringent localization in its expression, such as in macula densa and in the thick ascending loop of Henle, consistent with a role of COX-2 in regulating tubule-glomerular feedback through the release of prostaglandin E2 (PGE2) (76, 77). As Kallikrein, sodium restriction in the diet increases the expression of COX-2, while a high sodium intake leads to a decrease in the expression level; besides its inhibition causes an elevation of blood pressure in rats (78).

The alteration of Kallikrein and COX-2 gene expression in the adult kidney, imposed by gestational CPS conditions, suggests fetal programming of renal function associated with increased susceptibility of the adult offspring to display cardiovascular disorders such as hypertension. Other factors involved in the programming of renal function in the CPS offspring, such as increases in pro-inflammatory cytokines and dysregulation in the expression of several key genes may all contribute to high blood pressure in adult animals. It is also worth emphasizing that high blood pressure was found in the adult CPS offspring under high-salt diet conditions, which is in line with epidemiological evidence consistently reported in humans consuming high-salt diets. In conclusion, gestational chronodisruption imposes persistent alterations of renal function at different levels, which together with the endocrine changes previously reported by us in the adult CPS offspring, might be responsible for the prehypertensive phenotype observed in adult rats that had been gestated under conditions of chronic photoperiod shifting, akin night shift work in humans.

## Data Availability

This manuscript contains previously unpublished data. The name of the repository and accession number are Gene Expression Omnibus (NCBI) and GSE130744; respectively.

## Ethics Statement

The protocols were approved by the Bioethics Commission from the Universidad Austral de Chile (CBA: 221/2015; 297/2017). Animal handling was performed following the guidelines for the care and use of Laboratory Animals of the Institute for Laboratory Animals Research of the National Research Council.

## Author Contributions

NM, CT-F, and HR conceived and designed the study, analyzed and interpreted the data, drafted the manuscript, critically revised important intellectual content in the manuscript, and provided overall supervision. NM, CS, ES, PB, CB, KV, and DH, performed the experiments and analyzed the data and drafted the manuscript, and contributed to intellectual content in the manuscript. CV analyzed and interpreted the data and contributed to intellectual content in the manuscript. All authors approved the final manuscripts and agreed to be accountable for all aspects of the work.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

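Kidneys of rat fetuses at 19 days of gestation were measured on 12 Affymetrix Rat Gene 2.1 ST arrays, 6 of LD and 6 of CPS. Each held RNA of a non-sexed pool, read here as from 1 mother. From the scans the authors made log2 values by Robust Multiarray Average (RMA), which corrects background, normalizes quantiles across arrays and summarizes probes, and deposited them as the table used here. The submitters' processing notes name the Affymetrix Expression Console, and its version is not given in the sources used here. Array scans, detection calls, RT-qPCR and the adult animals were not analysed here, and 0 columns were left unmapped. The groups follow the sample titles and the paper, and the pools, read here as of different mothers, are the replicates.

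All 36685 transcript clusters were tested, since control clusters could not be recognised from the annotation used. Of these, 14824 carried 1 gene symbol in the platform annotation, 829 several and 21032 none. No gene was named from a cluster with several. Where a gene had several clusters, the one with the highest mean over all arrays was kept, which left 14557 genes. Older symbols were updated through RefSeq synonyms (GRCr8, for names alone) in 7 cases checked by hand. Matches of an older symbol to a different gene, and pseudogene symbols, were removed after the data had been seen, by identity and not by value. Array medians and correlations (0.978 to 0.987 between arrays) were checked, and the number of arrays limits the precision. The median residual SD of a cluster was 0.23.

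R 4.3.3 with limma 3.58.1 was used. CPS and LD were compared with lmFit and eBayes (two-sided), at the unadjusted p under 0.05 that the study states and after Benjamini-Hochberg adjustment over all clusters. Single genes were also tested by an exact two-sided permutation over the 924 relabelings of 6 against 6, whose smallest p is 0.00216. The 44 gene lists were written before the data were examined, partly from general knowledge of pathways, and 41 of them with at least 5 measured genes were tested by limma's camera with a preset correlation of 0.01. Adjustment was over the lists, with the estimated correlation, fry and Fisher's exact test (one-sided, over the genes kept) beside it. Fisher's test has no direction, so that of camera was taken. Of the lists, 570 transcription factors, the solute carriers, the olfactory receptors and the oxidative phosphorylation genes were defined by patterns on the symbol. Lists of other tissues and of sample quality were also compared as means per array by exact permutation.

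Named genes follow a rule set before the data were examined. It takes the 10 genes with the lowest p in each direction at or above the median level, the 5 with the largest change in each direction past the unadjusted p, the genes that the paper names, and up to 4 genes per list by p. The genes of the liver and adrenal cortex lists with the highest means on these arrays were added after the data had been seen. 1 of the tested lists and some genes are not reported here. The 121 named genes described come from the rule, apart from the 4 that were added.

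Alternatives set before were the methods' unpaired one-way test, the replicate block, an intensity trend with robust spread (for lists the trend alone), array weights, median centring, a further quantile normalization, a filter at the median level, 1 cluster per named gene, each array left out and other set tests. Alternatives added after the data were seen were the liver and adrenal cortex list means as covariates, the fit without the array of highest liver mean in each group, and exact permutation of list means. The array values of the liver and adrenal lists, the correlations between lists and the camera results had been seen before the tests of explanations for them were written. The count at or above the median level had been seen before its number of splits was taken. 100 splits of the arrays were drawn with a fixed seed.

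The steps were tested on simulated arrays of 6 CPS against 6 LD with 36685 clusters. Without any change, limma gave 1804 clusters at an unadjusted p under 0.05 and 0 after adjustment. Of 100 clusters changed by a log2 of 0.5 it found 35 after adjustment, and of 100 changed by a log2 of 1 it found 70, with 4 unchanged clusters. On the 14557 named genes, camera gave p of 6.82e-09 for a simulated list shifted by 0.15 and 0.176 for 1 without a shift. The simulated genes varied independently of each other, while the estimated correlation of the matrix list was 0.192 on the real arrays. The simulation therefore cannot show how camera behaves where the genes of a list move together.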

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

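The tests of a difference that both groups share, of CPS on the pairs of lists, and of how the liver and the adrenal cortex genes move together were chosen after the results they measure had been seen, and the liver and adrenal cortex covariates were added after the values of the arrays had been seen. The counts over other splits of the arrays were set before.

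Single pools that lay apart were found by setting the gap to the nearest pool against the range of the 6 pools of a group, at Dixon's 95% critical value. Chance gives this in about 1 in 20 groups, and it was met in 2 of 82 groups of list means and 13 of 242 groups of named genes. With the log2 value of the pool, those of the other pools and the gap as a share of the range, the list means were viral myocarditis list mean in LD replicate 3 (4.53, the others 4.60 to 4.64; 0.653) and renal stroma list mean in LD replicate 4 (8.37, the others 8.19 to 8.24; 0.741). Among genes with higher or lower values in CPS these were Siglec5 in CPS replicate 3 (4.30, the others 3.82 to 3.98; 0.682), CKS1B in CPS replicate 6 (5.76, the others 5.50 to 5.57; 0.713) and RT1-M3-1 in CPS replicate 4 (2.99, the others 3.54 to 3.69; 0.786). Among genes that the paper names these were Cry1 in LD replicate 6 (7.15, the others 6.97 to 7.03; 0.644), Cry2 in CPS replicate 1 (6.51, the others 6.75 to 6.83; 0.757) and Hsd11b2 in CPS replicate 1 (6.57, the others 6.86 to 6.95; 0.756). The ribosomal genes were Rps15 in LD replicate 2 (9.49, the others 9.76 to 9.84; 0.769) and Rpl23a in LD replicate 2 (7.64, the others 7.98 to 8.08; 0.776). The others were Mmp14 in LD replicate 4 (8.62, the others 8.17 to 8.30; 0.718), Dpep1 in LD replicate 6 (4.26, the others 4.74 to 4.97; 0.677), Cyp21a1 in LD replicate 2 (2.82, the others 2.33 to 2.51; 0.643), Atp5mg in LD replicate 1 (9.44, the others 9.01 to 9.16; 0.656) and Fdx1 in LD replicate 3 (6.47, the others 6.78 to 6.97; 0.633).

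Lists of tissues and functions that the paper does not discuss passed the set test of limma's camera, with the difference of CPS minus LD in the list mean. It was 0.59 on the log2 scale for liver, 0.27 for adrenal cortex, 0.17 for erythroid genes, 0.12 for gonad and -0.0556 for oxidative phosphorylation, and 0 of these lists passed with an estimated correlation. With 1 array left out these differences were 0.367 to 0.840 for liver, 0.220 to 0.316 for adrenal cortex, 0.0857 to 0.239 for erythroid, 0.0758 to 0.165 for gonad and -0.0729 to -0.0399 for oxidative phosphorylation genes, lowest without CPS replicate 2 for liver and erythroid genes and without LD replicate 1 for gonad genes.

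The count of 1946 transcript clusters at an unadjusted p under 0.05 was reached or passed in 30 of 100 splits of the 12 arrays into 6 and 6, the real split included, and the highest other split gave 4160, so chance is not excluded for it. At or above the median level, the 1223 clusters were reached in 18 of 100 splits (highest other 3337). The adjusted count of 0 was reached in all 100 splits (highest other 4). Any split reaches a count of 0, so this last test cannot decide about chance. The 20 gene lists that passed camera were reached in 3 of 100 splits, the real split included, which is rarer than 1 in 20. The other splits gave a median of 5 lists and a highest of 24, so camera at its preset correlation passes lists in arbitrary groupings too. As 0 lists passed with an estimated correlation, by fry or by exact permutation, chance is not excluded for any list by itself.

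Matrix genes were higher and oxidative phosphorylation genes lower in CPS, a pair picked after all 41 tested lists had been looked at. The difference between the list means, CPS minus LD, was 0.21 (95% interval 0.04 to 0.39; exact permutation p = 0.0216), so an effect of chronic photoperiod shifting stays open as a hypothesis. Less the group means, the lists ran against each other over the 12 pools in both groups (Pearson r = -0.807, permutation p = 0.00699; Spearman rho = -0.734, permutation p = 0.0206; r = -0.794 without the 2 pools farthest from the median), so a difference between pools that both groups share, such as how much stroma or how mature a kidney each held, is a candidate explanation too. With the liver and adrenal cortex list means as covariates the difference was 0.23 (95% interval -0.04 to 0.51): it did not shrink, but its interval includes 0, so tissue of these kinds cannot be told apart from no such cause.

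Liver and adrenal cortex genes were higher in CPS on average, by 0.43 for the mean of both lists (95% interval -0.04 to 0.90; exact permutation p = 0.0714), which leaves an effect of chronic photoperiod shifting open. Most liver genes followed the mean of the others over the pools less their group means, with a median correlation of 0.942 and 15 of 17 genes above 0.5, as liver tissue in some pools would give, and Alb was 8.95 ± 1.27 in LD and 9.99 ± 1.06 in CPS (SD, n = 6 each). For the adrenal cortex genes the median correlation was 0.299 with 4 of 14 above 0.5, which decides neither way. Akr1b7, Cyp11b1 and Cyp11a1 of that list were each highest in CPS replicate 6 (4.38, 3.36 and 5.66), and Cyp21a1 in CPS replicate 4 (3.53). Soat1 and Fdx1 had log2 fold changes of 0.12 and -0.10. Both were chosen by their level on kidney arrays, so their values cannot decide whether adrenal tissue was present. The liver and adrenal cortex means did not move together (r = 0.04), nor did liver and muscle (r = -0.08). The erythroid mean, in contrast, was highest and lowest in the same pools as the liver mean. These were LD replicate 6 (erythroid 6.77) and LD replicate 5 (6.15), and CPS replicate 2 (6.99) and CPS replicate 6 (6.23). A correlation of the liver and erythroid means was not taken. Alb, Afp, Soat1 and Fdx1 were added after the data had been seen, as the genes of their lists with the highest mean on these arrays. Fetal kidney can also express some of these genes.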

How the results depend on the processing

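The liver and adrenal cortex covariates, the fit without the 2 arrays with the highest liver mean of their group and the exact permutation of list means were added after the data were seen, while the other alternatives were set before. The count of clusters at an unadjusted p under 0.05 in limma lay between 1649 and 2104 under other tests, weights, normalizations, covariates and array sets, and between 1639 and 2555 with 1 array left out. It was 1223 for clusters at or above the median level and 850 with 1 cluster per named gene, where fewer clusters are tested. With the adjusted p the count was 0 under every one of these. With the replicate block it was 1984 (1385 shared), and pools with the same number did not deviate together (correlations of -0.0639 to 0.0461, 0 of 6 best with their own number), so the samples share only a number. Of the genes chosen by rule, 95 passed the unadjusted p, 50 with the covariates and 63 without the 2 arrays of high liver mean, and 67 to 109 with 1 array left out. Of 121 genes described, 84 passed it and 53 of these did so with each array left out, while 20 of the other 37 passed in at least 1 such fit. Over all alternatives and genes, 2070 values kept direction and side of the threshold, 291 lost it, 53 gained it and 6 turned, namely Akr1b7 (-0.22), whose own values are part of the adrenal covariate, and Nphs1 (-0.016) with the covariates, Ptgs2 without the arrays of high liver mean (-0.057), and Per1 (-0.0190 to 0.125) and Ptgs2 (-0.0168 to 0.147) with 1 array left out. For gene lists these numbers were 804, 126, 13 and 41. Of 41 lists, 20 passed camera, 14 to 23 with 1 array left out, 11 with the covariates (means of 2 of these lists), 0 with an estimated correlation, 0 by fry, 5 by Fisher's test and 0 by exact permutation. The adjusted p for aldosterone, ribosome, collagens, other matrix and proliferation was 0.364, 0.293, 0.255, 0.293 and 0.293 with an estimated correlation, 0.227, 0.195, 0.0870, 0.144 and 0.187 by fry, and 0.255, 0.186, 0.133, 0.133 and 0.168 by exact permutation. By Fisher's test these were 0.934, 0.666, 0.0237, 0.000624 and 1, and the other lists that passed it were VDR and RXR activation (0.0237), renal stroma (0.0121) and adrenal cortex (0.00663). With the covariates the adjusted p from camera was 0.0544 for aldosterone and 0.120 for ribosome, and 0.342 for aldosterone without the arrays of high liver mean. With 1 array left out it was 0.00225 to 0.159 for aldosterone, 2.29e-05 to 0.00851 for ribosome, 0.474 to 0.932 for viral myocarditis, 0.000317 to 0.00615 for collagens, 9.30e-09 to 4.60e-05 for other matrix and 0.000235 to 0.0442 for proliferation. Lists that did not pass turned direction, with adjusted p 0.963 for clock genes with the replicate block, 0.762 for them after quantile normalization again, 0.979 for immediate-early genes with array weights and 0.947 for viral myocarditis with arrays median-centred. At or above the median level it was 0.944 for clock, 0.916 for glutathione, 0.979 for macrophage and 0.778 for adipocyte genes. With the covariates it was 0.912 for olfactory receptor, hypoxia and immediate-early genes, 0.727 for clock and 0.423 for macrophage genes. The liver list, which passed, also turned there (0.912), but its own mean is a covariate. Without the arrays of high liver mean it was 0.879 for viral myocarditis and clock, 0.888 for macrophage and 0.611 for immediate-early genes. By fry and exact permutation it was 0.994 and 0.908 for macrophage and 0.886 and 0.970 for immediate-early genes. Direction also turned in some fits with 1 array left out, with adjusted p over all 12 such fits of 0.662 to 0.972 for clock, 0.365 to 0.954 for macrophage, 0.562 to 0.992 for immediate-early, 0.311 to 0.962 for glucocorticoid and 0.167 to 0.769 for adrenal medulla genes, and for viral myocarditis without CPS replicate 2 (0.883) or CPS replicate 5 (0.932). The fit with Y-linked genes as a covariate was not run because 0 genes of that list were measured. Signal over background limits the dimmer genes, since 60.8% of clusters lay above the 95th percentile of the olfactory receptors. Except where fewer clusters or arrays were used, the cause was not tested.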

Differences from the paper's values

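All alternatives named here were set before the data were examined. For the ribosome pathway the paper's over-representation p, in units of 1e-04, is 5.1, and the p by Fisher's exact test on the list used here is 3576 in the same units, which is 0.358. It differed under every one of the 20 other settings, where p lay between 0.0312 and 0.663. The lowest exact p, 0.0312, came with an intensity trend and robust spread in limma, and it is the single setting under which the ribosome list also passes 0.05.

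For aldosterone-regulated sodium reabsorption the paper's p, in units of 1e-02, is 4.8, and the exact p here is 63.8 in the same units, or 0.638. It differed under every one of the 20 other settings (exact p between 0.221 and 1). By camera, the set test that uses all named genes, both lists passed an adjusted p of 0.05, ribosome downward and aldosterone upward, but neither did with an estimated correlation (adjusted p = 0.293 and 0.364). The lists here were written from general knowledge of the pathways, and the background is the named genes of the array. The paper's text does not give the background of its own test.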

Other observations

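The fits with the liver and adrenal cortex covariates in this part were added after the data had been seen, while its other tests were set before, and 0 genes passed adjustment over all clusters. Of 76 genes of oxidative phosphorylation, 0 were higher in CPS, 4 were lower and 72 did not pass an unadjusted p of 0.05. Ndufa12, a subunit of complex I, was 9.20 ± 0.10 in LD and 9.00 ± 0.13 in CPS (SD, n = 6 each), with a log2 fold change of -0.20 (standard error 0.08, exact p = 0.0152). Uqcrh of complex III had -0.17, and Atp5mpl and Atp5mg of the ATP synthase -0.19 and -0.24 (exact p = 0.0216, 0.0303 and 0.0433). None of these 4 passed with each array centred on its median, at -0.17, -0.14, -0.16 and -0.20, or with the liver and adrenal cortex covariates, at -0.17, -0.16, -0.21 and -0.29, and leaving out 1 array removed Uqcrh without LD replicate 1, LD replicate 6, CPS replicate 1 or CPS replicate 2, Atp5mpl without LD replicate 1, LD replicate 3, LD replicate 5, CPS replicate 1, CPS replicate 2 or CPS replicate 5 and Atp5mg without LD replicate 1, LD replicate 3, LD replicate 4, CPS replicate 1, CPS replicate 2, CPS replicate 4 or CPS replicate 5. The list lay below other genes (adjusted p = 7.87e-05 from camera; adjusted p = 0.293 with an estimated correlation). Of 14 adrenal cortex genes, 5 were higher in CPS, 0 were lower and 9 did not pass an unadjusted p of 0.05. They included Cyp21a1, the steroid 21-hydroxylase, with a log2 fold change of 0.70 (standard error 0.19, exact p = 0.0130), Mrap, a partner of the corticotropin receptor, at 0.47 (exact p = 0.00649) and Cyp11b1, at the level of dim signal, at 0.79 (exact p = 0.0238). The list passed camera (adjusted p = 0.00178 from camera; adjusted p = 0.255 with an estimated correlation). Of 17 liver genes, 2 were higher in CPS, 0 were lower and 15 did not pass an unadjusted p of 0.05, among them haptoglobin (Hp) at 0.64 (exact p = 0.0216), and the list passed camera (adjusted p = 7.87e-05 from camera; adjusted p = 0.441 with an estimated correlation).

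Of 21 genes of the glucocorticoid response, 2 were higher in CPS, 2 were lower and 17 did not pass an unadjusted p of 0.05 (adjusted p = 0.781 from camera). Lcn2, a lipocalin, was 6.76 ± 0.11 in LD and 6.38 ± 0.30 in CPS (SD, n = 6 each; exact p = 0.00649), and the phosphatase gene Dusp1 had a log2 fold change of -0.22 (exact p = 0.0346), while Klf9 and Sult1a1 had 0.28 and 0.22 (exact p = 0.0346 for each). Of 12 heat shock genes, 0 were higher in CPS, 2 were lower and 10 did not pass an unadjusted p of 0.05 (adjusted p = 0.148 from camera), with Dnajb1 and the mitochondrial chaperonin gene Hspe1, at -0.22 (exact p = 0.0498), as the lower ones. Of 12 fits without 1 array, 7 for Dusp1, 5 for Klf9, 6 for Sult1a1 and 8 for Hspe1 lost the call. With the liver and adrenal cortex covariates Lcn2 (-0.33), Dusp1 (-0.24), Sult1a1 (0.13) and Hspe1 (-0.17) did not pass, each with its log2 fold change there. Of 17 erythroid genes, 0 were higher in CPS, 0 were lower and 17 did not pass an unadjusted p of 0.05, with Rhag at 0.37 (exact p = 0.126). The erythroid list passed camera (adjusted p = 0.0296 from camera; adjusted p = 0.572 with an estimated correlation), but not without LD replicate 2 (0.256), LD replicate 3 (0.137), LD replicate 5 (0.168), CPS replicate 1 (0.0920), CPS replicate 2 (0.335) or CPS replicate 3 (0.0995). In all, 14 of 24 alternatives lost the call of the erythroid list. Of 13 gonad genes, 2 were higher in CPS, 0 were lower and 11 did not pass an unadjusted p of 0.05. The gonad list passed camera (adjusted p = 0.0109 from camera; adjusted p = 0.295 with an estimated correlation), and this was lost without LD replicate 1 (0.108), LD replicate 2 (0.0611) or CPS replicate 2 (0.0533). Its call was lost in 9 of 24 alternatives in all. Members higher and lower at an unadjusted p under 0.05 were 2 of 19 higher and 1 lower for endothelium, 0 of 27 higher and 0 lower for macrophage and immune genes, 1 of 18 higher and 1 lower for adrenal medulla and neurons, 1 of 11 higher and 1 lower for adipocytes, 0 of 24 higher and 1 lower for immediate-early genes, 1 of 20 higher and 0 lower for hypoxia, 0 of 22 higher and 0 lower for the interferon response and 0 of 13 higher and 0 lower for cholesterol synthesis. Their adjusted p from camera was 0.148, 0.781, 0.545, 0.545, 0.890, 0.643, 0.299 and 0.531 in that order. Of 1216 olfactory and vomeronasal receptors, which served as a reference for dim signal, 31 were higher in CPS, 25 were lower and 1160 did not pass an unadjusted p of 0.05 (adjusted p = 0.448 from camera). Past a p adjusted over the list alone were Cyp21a1 of the adrenal cortex list, Dnajb1 of the heat shock list and Syt1 of the adrenal medulla and neuron list, and 0 genes of the other lists described here.

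The paper followed clock genes and genes of kidney function by RT-qPCR, and their array values at the single time of collection are given here. Of 13 genes of the core clock and its output, 0 were higher in CPS, 0 were lower and 13 did not pass an unadjusted p of 0.05 (adjusted p = 0.993 from camera). Bmal1 had a log2 fold change of -0.12, Clock one of 0.12, Per1 0.05, Per2 0.12, Cry1 0.03, Cry2 -0.07 and Dbp -0.04, with an exact p from 0.186 for Bmal1 to 0.714 for Per1. The glucocorticoid receptor gene Nr3c1 had -0.05, Hsd11b2, which inactivates corticosterone, 0.07, the cyclooxygenase gene Ptgs2 0.09, Tgfb1 0.17 and the reference gene Hprt1 -0.09, with an exact p of 0.580, 0.506, 0.593, 0.0693 and 0.284. The array does not name Sgk1, Nr3c2, Kcnj1, Avpr2, Spp1, Gapdh, Col6a3 and Nr1d1 here, so they have no value.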
